# Mutation of the Cell Cycle Regulator p27kip1 Drives Pseudohypoxic Pheochromocytoma Development

**DOI:** 10.3390/cancers13010126

**Published:** 2021-01-02

**Authors:** Hermine Mohr, Simone Ballke, Nicole Bechmann, Sebastian Gulde, Jaber Malekzadeh-Najafabadi, Mirko Peitzsch, Vasilis Ntziachristos, Katja Steiger, Tobias Wiedemann, Natalia S. Pellegata

**Keywords:** animal model, MENX, endogenous pheochromocytoma, pseudohypoxia, PPGLs, oncometabolites, mitochondrial dysfunction, 2-hydroxyglutarate, 5-hmC, cell cycle, hypermethylation, angiogenesis

## Abstract

**Simple Summary:**

Pheochromocytomas and paragangliomas (PPGLs) can be subdivided into at least three different subgroups associated with different clinical manifestations and depending on the risk to metastasize. A shortage in human tumor material, the lack of a functional human cell line and very limited animal models were major drawbacks for PPGL research and consequently for the development of patient-tailored targeted therapies. We have previously reported that the MENX rat model develops pheochromocytoma with a full penetrance at the age of 8–10 months, however, it was unclear which human group the rat tumors modeled best. In order to characterize the rat pheochromocytomas, we analyzed gene expression, the catecholamine profile, TCA-cycle metabolism, methylation, angiogenesis, histology and mitochondrial ultrastructure. In all aspects, rat MENX pheochromocytomas resemble the features of the human pseudohypoxia group, the most aggressive one and in need of effective therapeutic approaches.

**Abstract:**

Background: Pseudohypoxic tumors activate pro-oncogenic pathways typically associated with severe hypoxia even when sufficient oxygen is present, leading to highly aggressive tumors. Prime examples are pseudohypoxic pheochromocytomas and paragangliomas (p-PPGLs), neuroendendocrine tumors currently lacking effective therapy. Previous attempts to generate mouse models for p-PPGLs all failed. Here, we describe that the rat MENX line, carrying a *Cdkn1b* (p27) frameshift-mutation, spontaneously develops pseudohypoxic pheochromocytoma (p-PCC). Methods: We compared rat p-PCCs with their cognate human tumors at different levels: histology, immunohistochemistry, catecholamine profiling, electron microscopy, transcriptome and metabolome. The vessel architecture and angiogenic potential of pheochromocytomas (PCCs) was analyzed by light-sheet fluorescence microscopy ex vivo and multi-spectral optoacoustic tomography (MSOT) in vivo. Results: The analysis of tissues at various stages, from hyperplasia to advanced grades, allowed us to correlate tumor characteristics with progression. Pathological changes affecting the mitochrondrial ultrastructure where present already in hyperplasias. Rat PCCs secreted high levels of norepinephrine and dopamine. Transcriptomic and metabolomic analysis revealed changes in oxidative phosphorylation that aggravated over time, leading to an accumulation of the oncometabolite 2-hydroxyglutarate, and to hypermethylation, evident by the loss of the epigenetic mark 5-hmC. While rat PCC xenografts showed high oxygenation, induced by massive neoangiogenesis, rat primary PCC transcriptomes possessed a pseudohypoxic signature of high *Hif2a*, *Vegfa*, and low *Pnmt* expression, thereby clustering with human p-PPGL. Conclusion: Endogenous rat PCCs recapitulate key phenotypic features of human p-PPGLs. Thus, MENX rats emerge as the best available animal model of these aggressive tumors. Our study provides evidence of a link between cell cycle dysregulation and pseudohypoxia.

## 1. Introduction

Pheochromocytomas (PCCs) and paragangliomas (PGLs), together referred to as PPGLs, are neuroendocrine tumors arising from neural crest-derived chromaffin cells. PCCs develop within the adrenal medulla, while PGLs arise at many different locations within the paraganglia of the sympathetic nervous system. Hormonal imbalances occur often in PPGL patients, and cause non-specific symptoms such as hypertension, headaches, sweat and tachycardia, which make the diagnosis of these tumors difficult. PPGLs are usually benign but they all have the potential to become malignant. Surgical resection is the standard of care for confined tumors, but when they spread to other organs (up to 10–20% depending on the genetics) they become inoperable. The lack of effective treatment for metastatic PPGLs leads to high morbidity and mortality [1].

The next generation sequencing (NGS) of PPGL genomes revealed that over 30–40% of the patients carry germline mutations in at least 17 cancer susceptibility genes, thereby showing the highest rate of inherited mutations among all cancers [2,3]. Despite the variety of mutated genes, they converge in just a few common pathways. Based on transcriptional, biochemical and epigenetic profiling, PPGLs were sub-grouped in three clusters, namely: a pseudohypoxic cluster, a kinase signaling, and a Wnt-activated cluster. PPGLs with mutations in *NF1*, *HRAS*, *RET*, *MAX*, *KIF1B*, and *TMEM127* activate MAPK/ERK or PI3K/AKT/mTOR signaling pathways, and belong to the kinase signaling cluster [2]. Mutations in *CSDE1* and *MAML3*, define the Wnt-activated cluster. The pseudohypoxic cluster is characterized by mutations in succinate dehydrogenase subunits (SDHA, SDHB, SHDC, and SDHD; in short SDHx), fumarate hydratase (FH), hypoxia-inducible factor 2α (HIF2α/EPAS1), prolyl hydroxylase 1/2 (PHD1/2) or in von Hippel–Lindau tumor suppressor (VHL) [2,3]. These mutations ultimately lead to the stabilization of HIF proteins in an oxygen level-independent manner. Accumulated HIFs exert their pro-oncogenic function by inducing angiogenesis, de-differentiation, cell proliferation, anti-apoptotic processes and extracellular matrix remodeling pathways.

Pseudohypoxic PPGLs (p-PPGLs) are the most aggressive cluster; more frequently presenting with metastases at diagnosis compared to the others [4]. Given the very limited available options, finding new therapeutic approaches for the p-PPGL is a pressing clinical need, which has been hampered so far by the lack of suitable models. Indeed, the genetic manipulation of any of the pseudohypoxic driver genes in mice did not lead to PPGL development [5]. Very recently, a rat model with the heterozygous deletion of *Sdhb* was published, where, upon post-natal gamma irradiation, macroscopic PCCs developed in 3 out of 16 animals [6]. Although this is a big step forward, the low penetrance allowed only cell line models and xenografts from these rats to be used for further experiments.

MENX-affected rats carry an endogenous frameshift mutation in *Cdkn1b*, encoding a highly unstable variant of the cell cycle regulator p27kip1 (p27). Homozygous rats develop bilateral PCCs at 8–10 months of age with full penetrance, as well as abdominal PGLs (frequency approx. 10%) [7]. We have previously shown that MENX-associated PCCs loose the expression of the phenylethanolamine-N-methyltransferase (*PNMT*), a major hallmark of the pseudohypoxic cluster [8]. Here, we extensively characterized the PCCs in MENX rats by assessing their gene expression profile, vessel architecture, angiogenic potential, metabolism, methylation pattern and mitochondrial ultrastructure. We provided evidence that MENX-associated PCCs show a pseudohypoxic phenotype, making these rats the first spontaneous model of such tumors.

## 2. Results

### 2.1. Catecholamine Secretion Profile

The diagnosis of human PPGLs relies on the biochemical evidence of excessive catecholamine production achieved typically by measuring plasma or urinary catecholamine metabolites. The type of catecholamine and its relative abundance is indicative of a specific PPGL molecular cluster: tumors of the pseudohypoxic cluster usually produce norepinephrine (NE) and/or dopamine (DA) but no epinephrine (EPI) due to a lack of *PNMT* [9].

We previously reported that MENX rats show a strong increase in urinary EPI, NE and the respective metanephrines compared to wildtype (WT) rats from an early age, and that the tumors lack the enzyme PNMT, which converts NE into EPI [8,10] (Figure S1A). To specifically assess the catecholamine levels in individual adrenal medullas, without the confounding factor of metabolites potentially secreted by other organs, we performed the targeted metabolomics of isolated medulla from MENX rats at 4–5 months of age (HYP) and at 7–9 months of age (PCC), and of age-matched WT rats (Figure 1).

We found a highly significant increase in EPI (8.7-fold, *p* < 0.0001), NE (7.5-fold, *p* < 0.0001) and DA (4.0-fold, *p* < 0.0001) in tissues of 4–5-month-old MENX mutant rats (HYP) vs. age-matched WT rats (Figure 1A). Given that adrenal weight increased together with age (=tumor progression), we separated the tumors into “PCCs” and “advanced PCCs”, using a cut off of ≥190 mg total gland weight for the latter. This sub-grouping allowed us to appreciate that NE and DA levels increased in both groups of neoplasms together with tumor progression (Figure 1B and Figure S1B). Indeed, NE increased +5.7-fold in PCCs vs. WT adrenal medulla (*p* < 0.002), and an average of +12.7-fold in the advanced PCC group (*p* < 0.002), while DA increased by +4.4-fold in PCCs (*p* < 0.002) and +12.2-fold in advanced PCCs (*p* < 0.002) vs. WT (Figure 1B). In contrast, EPI considerably dropped only in the advanced PCCs (−2-fold) (*p* = 0.018) (Figure 1B), which was consistent with a decrease in the expression of the *Pnmt* gene in the advanced tumor group (Figure 1C). Thus, larger tumors presented with a “NE high, DA high, EPI low” catecholamine profile.

In addition to the catecholamines, the expression of their transporters also varies among human PPGL clusters. Thus, we assessed the expression of the solute carrier family 18 member A1 (*Slc18A1*) and member A2 (*Slc18A2*), encoding VMAT1 and VMAT2, respectively, by quantitative (q) RT-PCR. Similar to human p-PPGLs, both markers were significantly upregulated in rat tumors vs. healthy WT rat adrenal (Figure 1C). In PCCs, *SLC18A1* was upregulated by a +2.8-fold (*p*-value = 0.0059) and *SLC18A2* by +17.6-fold (*p*-value = 0.0007), with a trend to further increase in advanced PCC.

### 2.2. Transcriptome Analysis 

Human PPGLs have been originally subdivided into different clusters based on transcriptome analysis [3,11,12,13]. 

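RNA-seq was performed on the adrenal medullary tissue of 15 rats, after the cortex had been removed by macrodissection. The 5 WT rats and the 5 MENX rats with PCC were 7 to 9.5 months old and the 5 MENX rats at the HYP stage 4 to 5 months old, so HYP and WT samples differ in age as well as in genotype. Of the 5 PCC samples, replicates 1 and 5 are PCCs and replicates 2, 3 and 4 are advanced PCCs. According to the methods, libraries were prepared from total RNA and sequenced in paired-end reads on the Illumina platform. Clean reads were mapped to the rat genome Rn06 with HISAT2 and groups were compared with DESeq2; the paper's text does not name the program that counted the reads.
The authors deposited 3 tables, 1 for each pair of groups. Each lists the genes with an adjusted *p* under 0.05 in the authors' own comparison, with the read count, the count divided by the sample's size factor and the FPKM in each of the 10 samples compared. The authors' deposited tables hold 7683 genes for PCC vs. WT (3911 higher and 3772 lower in PCC), 4406 for HYP vs. WT (2149 higher and 2257 lower) and 3360 for PCC vs. HYP (1876 higher and 1484 lower). From their adjusted *p*-values, the authors had tested 18790, 18057 and 17454 genes. Every number of changed genes given here therefore starts from genes that the authors had called on the same samples, and genes outside these tables were not analysed here.
Between 16315018 and 23831269 reads per sample had been counted on genes, as recovered from the counts, the FPKM and the gene lengths. The WT samples had 17723131 to 20972536 reads (median 19749571), the HYP samples 16315018 to 18839462 (median 16868712) and the PCC samples 17340695 to 23831269 (median 18753812). The listed genes held 50.9 to 62.0% of these reads for PCC vs. WT, 26.2 to 37.3% for HYP vs. WT and 19.3 to 27.9% for PCC vs. HYP.
The counts were normalized with edgeR's TMM method over the listed genes, genes with low counts were removed with edgeR's default filter, and the groups were compared with edgeR's quasi-likelihood test. The Benjamini-Hochberg adjustment used the number of genes the authors had tested, which makes each adjusted *p* an upper bound. The scaling of the samples sets where 0 lies. Against TMM, scaling to the total of the listed counts raised all log2 fold changes by 0.51 for PCC vs. WT, 0.46 for HYP vs. WT and 0.15 for PCC vs. HYP. Scaling to the recovered library totals raised them by 0.30, 0.20 and 0.22, DESeq2's size factors changed them by -0.10, 0.03 and -0.17, and the authors' size factors by -0.05, -0.04 and 0.11.
*Cdkn1b* (ENSRNOG00000007249, chromosome 4 from 168689163 to 168693964), the gene with the frameshift mutation of MENX rats, was counted in every sample. Its normalized CPM over all 15 samples were 72.1, 62.3, 52.4, 52.5 and 44.6 in WT replicates 1 to 5, 100.03, 124, 102, 82.5 and 99.5 in HYP replicates 1 to 5, and 173, 151, 131, 167 and 108 in PCC replicates 1 to 5. Within PCC vs. WT, *Cdkn1b* had 144 ± 27.0 CPM (SD, n = 5) in PCC and 57.7 ± 13.6 CPM (SD, n = 5) in WT, a log2 fold change of 1.32 (standard error 0.20, adjusted *p* = 0.000707 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternative that moved this value most was scaling to the total of the listed counts, which gave 1.81. Across the 6 alternatives for scaling, tool and design, the adjusted *p* of *Cdkn1b* lay between 1.21e-07 and 0.00175. For HYP vs. WT the log2 fold change of *Cdkn1b* was 0.78 (standard error 0.16, adjusted *p* = 0.00757 from the same edgeR test), with 95.3 ± 13.7 CPM in HYP against 55.4 ± 10.8 CPM in WT. For PCC vs. HYP it was 0.42 (standard error 0.18, adjusted *p* = 0.217 from the same edgeR test). The counts measure the transcript of the mutated gene and not its protein.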

We performed RNA-seq of WT adrenal medulla (n = 5), HYP (n = 5) and PCCs (PCC, n = 2; advanced PCC, n = 3). 

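Of the 7001 genes tested for PCC vs. WT, 3268 were higher and 2694 lower in PCC at an adjusted *p* under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For HYP vs. WT, 4108 genes were tested, of which 1623 were higher and 1337 lower in HYP. For PCC vs. HYP, 3148 genes were tested, of which 687 were higher and 710 lower in PCC. Higher expression thus made up 54.8% of the calls in both comparisons with WT and 49.2% in PCC vs. HYP. All of these genes changed in the direction given in the authors' deposited tables. The groups did not overlap in 4638, 2346 and 1623 of the genes tested, all of which the authors had called on the same samples.
The number of genes lower in HYP than in WT went from 1337 to 235 when the samples were scaled to the total of the listed counts. Under that scaling the share of higher genes among the calls rose to 89.3% for HYP vs. WT, 76.3% for PCC vs. WT and 68.4% for PCC vs. HYP.
Of the genes called in HYP vs. WT, 2526 were also called in PCC vs. WT, with 1399 higher in both and 1126 lower in both. These comparisons share the WT samples, which by itself gives calls and directions in common. HYP vs. WT and PCC vs. HYP, where the shared HYP samples stand on opposite sides, had 554 called genes in common, 522 in the same direction and 32 in the opposite one.
The genes named here had the largest changes for PCC vs. WT among called genes with an average of at least 1 CPM and no overlap between the groups. *Tac3* (ENSRNOG00000004229, chromosome 7) had 419 ± 266 CPM (SD, n = 5) in PCC and 0.998 ± 1.70 CPM (SD, n = 5) in WT, a log2 fold change of 8.75 (standard error 1.14, adjusted *p* = 0.000355 from the same edgeR test). *Tnc* and *Myh3* had log2 fold changes of 8.44 and 8.43. *Sphkap* was at least 94.2-fold and *Dsg2* at least 34.5-fold higher in PCC, as lower bounds, since no WT sample had more than 3 counts of either gene. *Muc4* (ENSRNOG00000001777, chromosome 11) had 0.296 ± 0.254 CPM in PCC and 76.5 ± 74.5 CPM in WT, a log2 fold change of -8.00 (standard error 1.26, adjusted *p* = 0.000850 from the same edgeR test). The log2 fold changes of *Vil1*, *Gprc5b*, *Nfil3* and *Dgat1* were -6.02, -5.88, -5.49 and -5.17.
Single samples stood apart in several of these genes. WT replicate 4 had 4.01 CPM of *Tac3* against at most 0.581 in the other WT samples, 0.954 CPM of *Tnc* against at most 0.260, and 0.382 CPM of *Myh3*, of which the other WT samples had no read. PCC replicate 4 had 83.7 CPM of *Myh3* against at most 20.4 in the other PCC samples. PCC replicate 5 had 89.8 CPM of *Nfil3* against at most 14.1 in the other PCC samples and 1.60 CPM of *Vil1* against at most 0.235. WT replicate 5 was low in genes that fell in PCC, here scaled over all 15 samples. It had 1.21 CPM of *Muc4* against at least 30.0 in the other WT samples. Its values were 11.7 CPM of *Gprc5b* against at least 213 and 157 CPM of *Dgat1* against at least 815. With each sample left out in turn, the log2 fold change of *Myh3* lay between 7.28 and 12.04, that of *Tac3* between 8.39 and 10.69, that of *Nfil3* between -6.98 and -5.13 and that of *Vil1* between -7.72 and -5.74.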

Differential gene expression (Figure 2A) and the subsequent KEGG pathway analysis revealed that the most important changes among the datasets occur in metabolic processes (Figure 2B and Figure S2A,B). 

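Oxidative phosphorylation was followed with a hand-written list of the subunits of complexes I to V. Of the 62 subunits tested for PCC vs. WT, 61 had a lower fitted expression in PCC (50 with the total of the listed counts as the scale), with a median log2 fold change of -0.80. At an adjusted *p* under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 45 were lower and 1, *Cox4i2*, was higher, a gene named after its values were seen. Adjusted over the list alone, 60 were called, which is not independent evidence, since the tables hold only genes that the authors had called on these samples. The number called lower was 17 of 28 in complex I, 4 of 4 in complex II, 5 of 5 in complex III, 9 of 12 in complex IV and 10 of 13 in complex V. The median log2 fold changes of these complexes were -0.78, -0.99962, -1.05, -0.58 and -0.80.
The 22 TCA cycle enzymes tested had the same median of -0.80, with 15 called lower and 4 called higher, and 22 called when adjusted over the list alone. Of the 29 genes of branched-chain amino acid degradation tested, 25 were called lower and 1, *Aldh3a2*, higher, with a median log2 fold change of -1.06 and 29 called when adjusted over the list alone.
The scaling of the samples moved these lists most. With the total of the listed counts as the scale, the medians were -0.30 for OXPHOS, -0.31 for the TCA cycle and -0.55 for branched-chain amino acid degradation. The numbers of genes with a lower fitted expression were then 15 instead of 18 of 22 for the TCA cycle and 26 instead of 28 of 29 for branched-chain amino acid degradation.
Expressed as the median over the genes of a list of each sample's CPM divided by the WT mean, the OXPHOS list stood at 0.991 ± 0.0322 (SD, n = 5) in WT and 0.570 ± 0.0620 (SD, n = 5) in PCC. The TCA cycle list fell from 0.991 ± 0.12004 to 0.499 ± 0.0794 and the branched-chain amino acid list from 0.995 ± 0.145 to 0.461 ± 0.0963. In each of these 3 lists every PCC sample was below every WT sample (two-sided exact permutation test, *p* = 0.0079, the smallest *p* that 5 samples against 5 allow). The levels cover 50 OXPHOS, 17 TCA cycle and 26 branched-chain amino acid genes, all called by the authors on these samples. The separation is therefore not independent evidence, and the levels leave out list members outside the authors' calls. The markers of the adrenal cortex, which the dissection was meant to remove, fell in the same comparison, with a median log2 fold change of -2.43 over 12 genes of which 10 were called lower.
For the pathways whose genes Table S1 names completely, the same test was applied to the genes named. In valine, leucine and isoleucine degradation, 32 of 38 tested genes were lower and 2 higher, with a median log2 fold change of -1.16. The paper's reported numbers are 35 and 4. Carbon metabolism had 45 lower and 13 higher genes of 66 tested (median log2 fold change -0.96), where the paper's numbers are 53 and 15. In the TCA cycle pathway 14 of 20 genes were lower and 3 higher (paper's numbers 17 and 3). Glyoxylate and dicarboxylate metabolism had 13 lower and 3 higher genes of 20 tested (paper's numbers 18 and 3), and 2-oxocarboxylic acid metabolism 10 lower and 2 higher of 13 tested (paper's numbers 12 and 2). In progesterone-mediated oocyte maturation, 29 of 53 genes were higher and 14 lower (paper's numbers 35 and 20), and in cholinergic synapse 36 of 59 were higher and 13 lower (paper's numbers 42 and 18).

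**Figure D1:**
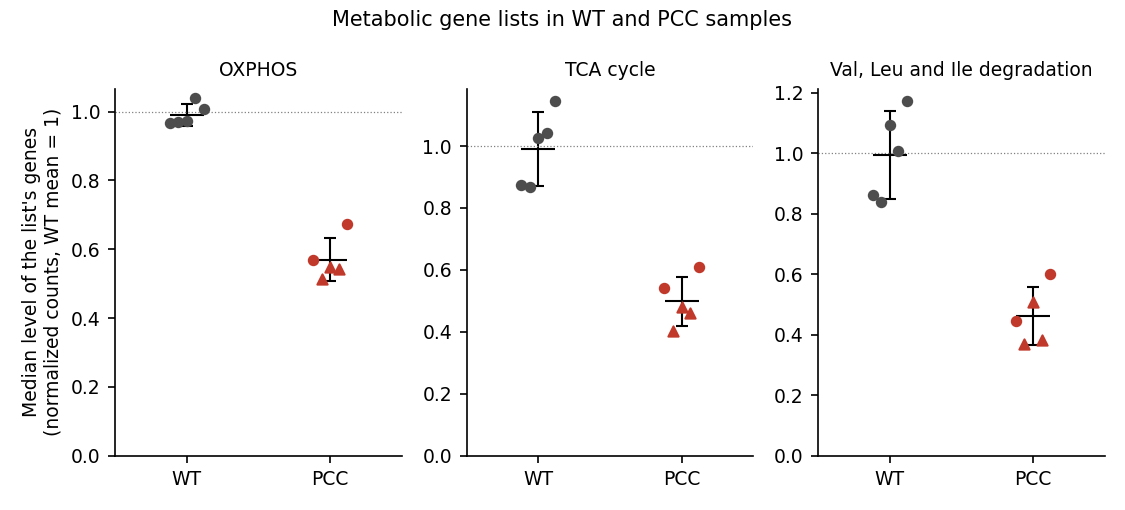
Level of the lists of OXPHOS, TCA cycle and branched-chain amino acid degradation genes (vertical axis, median over the genes of CPM divided by the WT mean) in each WT and PCC sample, with triangles for advanced PCCs and bars for the mean ± SD (n = 5). Only genes that the authors had called on these samples entered the levels. The PCC samples lie below all WT samples in each list under TMM scaling, and the medians of the 3 lists stayed below 0 on the log2 scale under every scaling tried, while 50 of 62, 15 of 22 and 26 of 29 genes were lower in PCC when scaled to the total of the listed counts.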

When comparing WT with PCC samples, among the top 20 enriched KEGG pathways were oxidative phosphorylation (OXPHOS), TCA-cycle, catabolic amino acid pathways and carbon metabolism, next to several neurodegenerative diseases (Figure 2B and Table S1). The enrichment in the metabolic pathways was to some extent already present in the HYP samples (Figure S2A), while the biggest difference between HYP and PCC was found to involve cancer-related pathways (Figure S2B).

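In HYP vs. WT, the medians of the hand-written lists were below 0 as well. Of the 51 OXPHOS subunits tested, 35 were lower and 1, *Cox4i2*, was higher at an adjusted *p* under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a median log2 fold change of -0.60. The 11 TCA cycle enzymes tested included 6 called lower (median -0.55), and the 21 genes of branched-chain amino acid degradation 14 called lower (median -0.67). Adjusted over the list alone, 51, 10 and 21 genes were called. With the total of the listed counts as the scale, these medians were -0.13, -0.10 and -0.21, and the fitted changes of *Pdhb* and *Idh3B* turned to 0.11 and 0.10.
Between PCC and HYP, fewer OXPHOS subunits were in the table. Of the 9 tested, 5 were lower and *Cox4i2* was higher. The TCA cycle list had 7 lower and 1 higher (*Pck2*) of 11 tested, and the branched-chain amino acid list 11 lower of 18 tested. The level of the TCA cycle list was lower in every PCC sample than in any HYP sample (difference of the means -0.233, two-sided exact permutation test, *p* = 0.0079, n = 5 each). For the branched-chain amino acid list the difference was -0.206 (*p* = 0.0159 from the same exact test). The level of the OXPHOS list was 0.677 ± 0.0931 (SD, n = 5) in HYP, with a difference of -0.107 (*p* = 0.0794 from the same exact test). The genes of these levels had been called by the authors on these samples, so these tests are not independent evidence.
The cancer-related pathways that the paper names for HYP and PCC were not analysed here. A hand-written list of 26 cell cycle and proliferation genes was followed instead, which cannot show where the largest difference lies. For PCC vs. HYP, 14 of the 18 tested were higher and 1, *Cdk2*, was lower, with a median log2 fold change of 1.21 and 18 called when adjusted over the list alone. In HYP vs. WT 17 of 20 were higher and *Pcna* was lower (median 1.36), and in PCC vs. WT 20 of 23 were higher and *Cdk2* and *Pcna* lower (median 2.76). The level of this list was 0.985 ± 0.138 in WT, 2.43 ± 0.172 in HYP and 6.83 ± 2.83 in PCC (SD, n = 5 each). Each of the 3 pairs of groups was fully separated (two-sided exact permutation test, *p* = 0.0079 for each pair). PCC replicates 2 and 4 were highest, at 10.03 and 9.53, and replicate 1 lowest, at 3.99. The genes of this level had also been called by the authors, so its separation is not independent evidence.
Among genes with no overlap between PCC and HYP, *Tac3*, *Krt18*, *Wnt10a* and *Dlec1* had the largest log2 fold changes upward, at 5.42, 5.18, 4.99 and 4.90, and *Slc12a1* was at least 17.0-fold higher. *Krt18* (ENSRNOG00000047393, chromosome 7) had 4.78 ± 5.31 CPM in PCC and 0.126 ± 0.183 CPM in HYP (SD, n = 5 each, standard error 1.03, adjusted *p* = 0.0145 from the same edgeR test). Its adjusted *p* reached 0.0506 in 1 of the 10 fits that each left out a sample. HYP replicate 3 had 0.0692 CPM of *Dlec1* against at least 0.708 in the other HYP samples, and PCC replicate 4 had 10.3 CPM of *Slc12a1* against at most 2.78 in the other PCC samples. The largest log2 fold changes downward were those of *Muc4* (-5.29), *Spp1* (-4.49), *Ass1* (-3.83), *Slc25a30* (-3.73) and *Fmo1* (-3.61). *Spp1* (ENSRNOG00000043451, chromosome 14) had 54.5 ± 54.8 CPM in PCC and 1228 ± 701 CPM in HYP (SD, n = 5 each, standard error 0.80, adjusted *p* = 0.00906 from the same edgeR test).
The markers of cell types differed between the groups as well. The level of the chromaffin cell markers was 0.991 ± 0.466 in WT, 2.26 ± 0.370 in HYP and 4.54 ± 0.850 in PCC, and that of the adrenal cortex markers 0.993 ± 0.318, 0.506 ± 0.160 and 0.182 ± 0.140 (SD, n = 5 each).

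**Figure D2:**
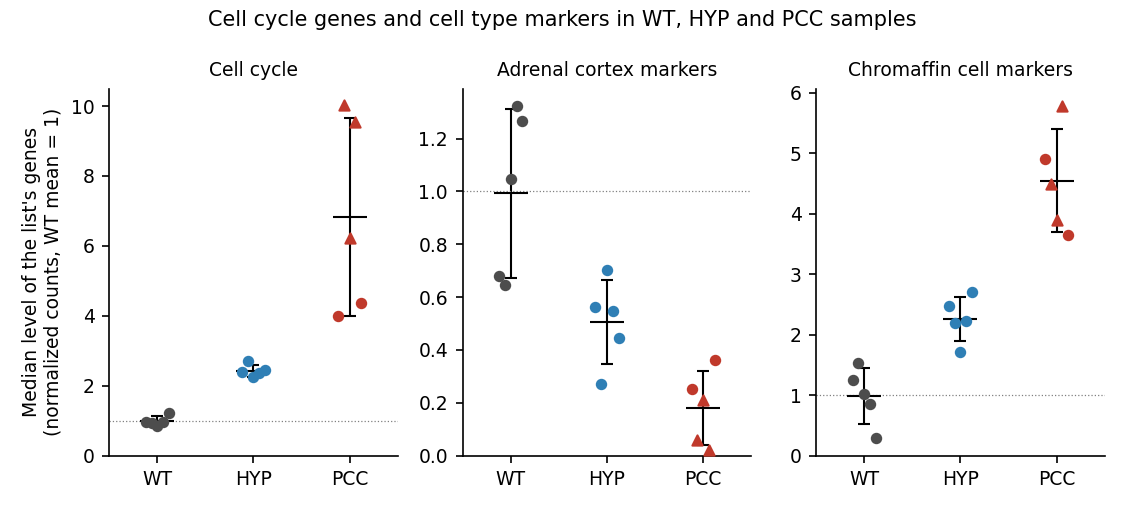
Level of the cell cycle, adrenal cortex and chromaffin cell lists (vertical axis, median over the genes of CPM divided by the WT mean) in each WT, HYP and PCC sample, with triangles for advanced PCCs and bars for the mean ± SD (n = 5). The cell cycle and chromaffin lists rise and the cortex list falls from WT over HYP to PCC, and no scaling tried reversed the median change of the cell cycle or the cortex list in any of the 3 comparisons.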

We then compared the rat PCC RNA-seq data with the human ‘The Cancer Genome Atlas’ (TCGA) PCPG (Pheochromocytoma and Paraganglioma) dataset, containing 178 human PPGL samples by an interspecies consensus clustering of a set of 500 homologous genes (Table S2). This subset of genes was sufficient to stratify human PPGLs into the clusters previously defined by Fishbein et al. [3] (Figure S2C). 

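The human samples of this comparison were not analysed here, and the values are those of the rat samples alone. The copy of Table S2 read here holds 499 gene symbols, where the paper states 500. Of these, 282 are listed for PCC vs. WT and 269 were tested. Between PCC and WT, 161 were higher and 74 lower in PCC (adjusted *p* under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 155 and 72 of them changed at least 2-fold. The median size of the log2 fold change was 2.16 over these genes and 1.23 over all genes tested. By the paper's methods, the set holds the homologous genes that varied most by median absolute deviation over the human and rat reads combined. Of the genes of Table S2, 195 were tested for HYP vs. WT, with 111 higher and 53 lower in HYP, and 175 for PCC vs. HYP, with 82 higher and 25 lower in PCC.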

The rat samples clustered together with the pseudohypoxia cluster (Figure 2C). Half of the 25 patient samples that clustered closest to the rat samples carried an SDHB mutation. 

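All 4 subunits of the SDH complex are among the genes listed for PCC vs. WT. *Sdha* (ENSRNOG00000013331, chromosome 1 from 31545631 to 31570601) had 263 ± 77.5 CPM (SD, n = 5) in PCC and 648 ± 211 CPM (SD, n = 5) in WT. Its log2 fold change was -1.30 (standard error 0.29, adjusted *p* = 0.00504 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sdhb* (ENSRNOG00000007967, chromosome 5 from 159484370 to 159505064) had 107 ± 16.0 CPM in PCC and 236 ± 50.7 CPM in WT, a log2 fold change of -1.14 (standard error 0.18, adjusted *p* = 0.000893 from the same edgeR test). For *Sdhc* (ENSRNOG00000003163, chromosome 13 from 89498048 to 89518939), 88.4 ± 18.4 CPM in PCC and 160.2 ± 13.4 CPM in WT gave a log2 fold change of -0.86 (standard error 0.16, adjusted *p* = 0.00242 from the same edgeR test). For *Sdhd* (ENSRNOG00000022980, chromosome 8 from 55028125 to 55037604), 82.3 ± 13.1 CPM in PCC and 131 ± 5.38 CPM in WT gave a log2 fold change of -0.68 (standard error 0.14, adjusted *p* = 0.00365 from the same edgeR test). In each of the 4 genes every PCC sample was below every WT sample (two-sided exact permutation test, *p* = 0.0079).
With each sample left out in turn, the log2 fold changes lay between -1.46 and -1.14 for *Sdha*, -1.25 and -1.01 for *Sdhb*, -0.96 and -0.75 for *Sdhc*, and -0.75 and -0.60 for *Sdhd*. Scaling to the total of the listed counts kept the calls of *Sdha* and *Sdhb*, while *Sdhc* and *Sdhd* were no longer called, at log2 fold changes of -0.36 (adjusted *p* = 0.184 from the same edgeR test) and -0.17 (adjusted *p* = 0.796 from the same edgeR test). Over the 6 alternatives for scaling, tool and design, the adjusted *p* for PCC vs. WT lay between 1.42e-06 and 0.184 for *Sdhc* and between 1.28e-07 and 0.796 for *Sdhd*. Scaled to the recovered library totals, *Sdhd* had a log2 fold change of -0.38 and was not called either.
In HYP vs. WT, *Sdhc* and *Sdhd* were lower, with log2 fold changes of -0.62 (adjusted *p* = 0.0100 from the same edgeR test) and -0.55 (adjusted *p* = 0.0162), and *Sdhb* was not called at -0.53 (adjusted *p* = 0.118). *Sdha* is outside the HYP vs. WT table. In the fit to all 15 samples its log2 fold change was -0.47 (adjusted *p* = 0.403). With the total of the listed counts as the scale, neither *Sdhc* nor *Sdhd* was called in HYP vs. WT. Between PCC and HYP, *Sdha* was lower by a log2 fold change of -0.94 (adjusted *p* = 0.0417 from the same edgeR test) and *Sdhb* by -0.74 (adjusted *p* = 0.0412), calls lost in 8 and 7 of the 10 fits that each left out a sample.
The values are transcript levels. The sequence of these genes was not analysed here. The subunits were not tested with the level of the adrenal cortex markers as a covariate. Among WT samples, replicates 1 and 2 had the lowest cortex levels (0.681 and 0.645) and the lowest values of all 4 subunits. For *Sdha* these were 403 and 429 CPM scaled over all 15 samples, against at least 705 in the other WT samples. Cortex left on the tissue thus stays open as a source of part of the difference.

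**Figure D3:**
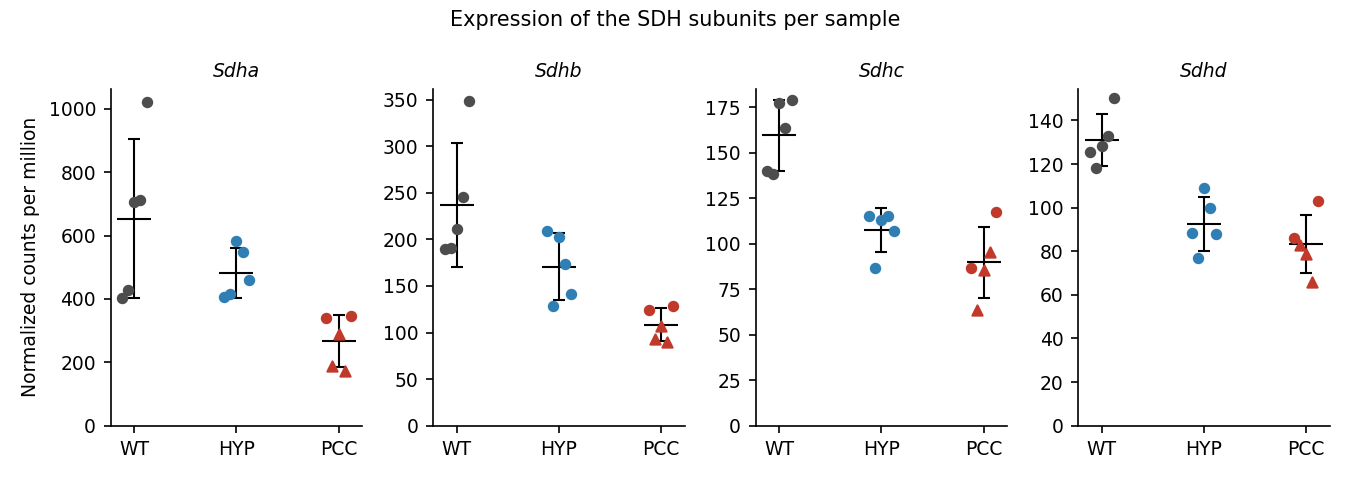
CPM of *Sdha*, *Sdhb*, *Sdhc* and *Sdhd* (vertical axis) in each WT, HYP and PCC sample, with triangles for advanced PCCs and bars for the mean ± SD (n = 5). All PCC samples lie below all WT samples in the 4 genes, whose log2 fold changes for PCC vs. WT stayed below 0 under every scaling tried.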

The SDH complex itself was unaffected in the rats. However, MENX rat tumors mostly resemble the human TCA cycle-related subgroup of the pseudohypoxia cluster, and this is in agreement with the changes in OXPHOS, TCA cycle and carbon metabolism pathways mentioned above.

A major disadvantage of having limited availability to normal human adrenal tissue is the impossibility to determine which changes tumor cells acquire during tumorigenesis. Indeed, most studies compared human tumor samples with different genetic mutations, thus defining the subclusters mentioned above. To assess the gene expression changes between normal and tumor (medulla) tissues, we compared a subset of three WT and seven rat PCC samples of varying weight (total adrenal)/grade using a custom-made qRT-PCR array consisting of 48 genes (including four genes for normalization) selected by a literature-based rationale [3,11,14]. Among them were genes included in the 500 homologues used for the RNA-seq clustering analysis. As expected, the rat PCCs clustered according to their weight into PCCs or advanced PCCs. PCC samples 1–3, which were the largest tumors (considered advanced PCCs), showed a marked increase in relevant pseudohypoxic markers, e.g., *Epas1*, *Vegfa*, *Arg2*, *Ndufa4l2*, *Trib2*, and a decrease in *Pnmt* (Figure 2F). In the smaller PCCs (samples 4–6), these genes were also elevated vs. WT samples but to a much smaller extent. PCC7, located between the two tumor groups, likely represents an intermediate stage, as it was assigned to the early tumors by weight, but clustered closer to the advanced ones for gene expression.

### 2.3. TCA Cycle Metabolomics 

As we found various differentially expressed genes involved in metabolic processes, we performed targeted metabolomic analysis of the adrenals from 4–5-month-old and 7–9-month-old cohorts and from the respective age-matched controls (Figure 3 and Figure S3A). While succinate levels decrease by −2.0-fold (*p* = 0.0499) in the HYP (Figure S3A) and by −8.0-fold (*p* = 0.0290) in PCCs (Figure 3), in both HYP and adv. PCC lactate increased by +2.27-fold (*p* = 0.0002) and +1.45-fold (*p* = 0.0030), respectively, speaking for enhanced glycolysis. The strongest changes were seen in the levels of citrate, iso-citrate and cis-aconitate that decreased in the HYP stage and even further in adv. PCC (citrate: −16.0-fold, *p* = 0.0079; cis-aconitate: −18.5-fold, *p* = 0.0010; iso-citrate: −24.1-fold *p* = 0.0010). α-ketogluarate (α-KG) was, however, modestly reduced by −1.84-fold in adv. PCC (*p* = 0.0190). All metabolic changes are schematically summarized in Figure S3B.

The above presented data suggest increased glycolysis and decreased OXPHOS in these lesions, in line with the downregulation of TCA-cycle enzymes found in the RNA-seq analysis (Figure 2D). 

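The RNA-seq values behind this statement are those of the individual enzymes. Of the 22 TCA cycle enzymes tested for PCC vs. WT, the 4 SDH subunits are reported above. Among the other 18, *Cs* (citrate synthase, ENSRNOG00000023520, chromosome 7 from 2752680 to 2778963) had 118 ± 15.5 CPM (SD, n = 5) in PCC and 288 ± 55.1 CPM (SD, n = 5) in WT. Its log2 fold change was -1.29 (standard error 0.18, adjusted *p* = 0.000430 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fh* (ENSRNOG00000003653, chromosome 13), which encodes fumarate hydratase, had 63.8 ± 13.5 CPM in PCC and 169 ± 28.3 CPM in WT, a log2 fold change of -1.40 (standard error 0.18, adjusted *p* = 0.000372 from the same edgeR test). *Idh2* (ENSRNOG00000013949, chromosome 1) had 54.1 ± 11.8 and 140 ± 18.3 CPM, a log2 fold change of -1.37 (standard error 0.18, adjusted *p* = 0.000337 from the same edgeR test), and WT replicate 5 was apart at 107 CPM from the 146 to 150 CPM of the other WT samples. *Suclg2*, *Dlst*, *Suclg1*, *Idh1*, *Idh3B*, *Idh3g*, *Dld* and *Pdhb* were also called lower, with log2 fold changes from -1.46 for *Suclg2* to -0.46 for *Pdhb*. *Sucla2* (-0.58) and *Mdh2* (-0.44) were among those not called.
The enzymes called higher in PCC were *Pck2* (log2 fold change 1.66), *Pc* (1.43), *Ogdhl* (1.21) and *Idh3a* (0.61). *Pc* (pyruvate carboxylase, ENSRNOG00000019372, chromosome 1) had 749 ± 340 CPM in PCC and 279 ± 36.0 CPM in WT (standard error 0.28, adjusted *p* = 0.00294 from the same edgeR test).
When the samples were scaled to the total of the listed counts, *Mdh2* and *Pdhb* turned from lower to higher, at log2 fold changes of 0.08 and 0.03. *Dld*, *Dlst*, *Idh1*, *Idh3B* and *Idh3g* were then lower without being called. *Pdhb* lost its call in 5 of the 10 fits that each left out a sample. PCC replicate 1 had 100.4 CPM of *Idh1* against at most 62.6 in the other PCC samples, and PCC replicate 5 had 113 CPM of *Suclg1* against at most 81.1. In HYP, replicate 3 stood apart in *Dld*, with 207 CPM against at most 149, and in *Pdhb*, with 119.8 CPM against at most 97.8, and replicate 2 in *Suclg1*, with 88.6 CPM against at least 111.
In HYP vs. WT, *Cs*, *Fh*, *Suclg1* and *Idh2* were lower, with log2 fold changes of -1.001, -0.76, -0.65 and -0.62. *Fh* lost its call in 1 of the 10 fits that each left out a sample. Of these, only *Cs* was still called under scaling to the total of the listed counts.
Genes of glycolysis changed in both directions. Of the 12 tested for PCC vs. WT, 5 were called higher and 7 lower, and all 12 were called when adjusted over the list alone. These genes of the list were named after their values were seen. *Slc2a3*, *Slc16a1*, *Pfkp*, *Aldoc* and *Pfkm* were higher, with log2 fold changes of 2.03, 1.56, 1.54, 1.08 and 0.70. *Hk2*, *Pgam1*, *Gapdh*, *Pgk1*, *Pfkfb3*, *Eno1* and *Gpi* were lower, with log2 fold changes from -1.69 for *Hk2* to -0.50 for *Gpi*. The median of -0.74 was -0.22 when the samples were scaled to the total of the listed counts. The level of the list, the median over its genes of CPM divided by the WT mean, was 0.976 ± 0.112 in WT and 0.768 ± 0.346 in PCC, a difference within the spread between samples (two-sided exact permutation test, *p* = 0.238, n = 5 each). PCC replicate 4 was at 1.39 and the other PCC samples between 0.583 and 0.641. In HYP vs. WT, 7 of 14 genes were lower and 3 higher (median log2 fold change -0.70), and the level was 0.690 ± 0.0979 in HYP (two-sided exact permutation test against WT, *p* = 0.0079, n = 5 each). *Ldha* was lower in HYP than in WT (log2 fold change -0.86, adjusted *p* = 0.00407 from the same edgeR test) and is outside the PCC vs. WT table.
From the metabolite levels, set beside the lower expression of TCA cycle enzymes in the RNA-seq data (Figure 2D), the paper proposes increased glycolysis and decreased OXPHOS in these lesions.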

Some of the changes were already evident in the HYP (vs. WT adrenals) and became even more pronounced during the tumor progression (e.g., lactate, citrate, iso-citrate, cis-aconitate). In contrast, fumarate and 2-hydroxyglutarate (2-HG) levels were not altered in HYP but increased in PCCs. These metabolites play a key role in pseudohypoxic signaling with a profound impact on cancer-associated pathways [15]. Thus, during tumor progression, the metabolic profile evolved toward the typical profile of human p-PPGLs. Interestingly, the initial metabolic changes in MENX rats preceded the tumor formation.

### 2.4. Methylation 

In a physiological state, ten-eleven translocation (TET) enzymes hydroxylate 5-mC to 5-hmC using α-KG, oxygen and Fe2+, releasing succinate and CO2 as byproducts. This reaction was blocked by the accumulation of succinate, fumarate, or the structural α-KG-analog, 2-HG [16,17] (Figure S4A). An established marker of DNA hypermethylation was the loss of the epigenetic mark 5-hmC [16,17,18]. Given that we found a decrease in α-KG, and an increase in fumarate and 2-HG in rat PCCs, we assessed changes in 5-hmC levels by immunohistochemistry (IHC) with a specific antibody. While control adrenomedullary cells in WT rats showed a strong 5-hmC nuclear expression, rat PCC cells lacked 5-hmC positivity (Figure 4).

The loss of immunoreactivity to the anti-5-hmC antibody is specific to the tumor cells, as adjacent cortical and sustentacular cells showed a strong nuclear positivity. Chromatin hypermethylation was not a feature of adrenomedullary cells per se, but rather of tumor progression, as the cells of younger MENX rats, without pathological changes in the adrenals, were 5-hmC positive (Figure S4B). A similar hypermethylator phenotype has been previously reported for p-PPGL, and especially for SDHx-mutated tumors [19].

### 2.5. Tumor Neoangiogenesis 

In p-PPGLs, the stabilization of the HIF2α transcription factor promotes the transcription of genes involved in angiogenesis, including Vegfa, the major pro-angiogenic factor, and Angiopoietin-2 (Angpt2), a cytokine involved in vascular remodeling [20]. In rat PCCs, concordant with a strong increase in *Epas1* expression (+10.8-fold, *p* = 0.0007), we also observed a high induction of angiogenic gene expression vs. normal adrenomedullary cells (Figure 5A). While the *CD34* (endothelial neo-angiogenesis marker) expression increased with tumor progression (PCC +1.8-fold, *p*= 0.0003; advanced PCC +3.3-fold, *p* = 0.004), *Vegfa* was elevated only in advanced PCCs (+2.4-fold, *p* = 0.0121) and *Angpt2* only in early-stage PCCs (+5.2-fold, *p* = 0.0003).

To confirm that this gene expression profile is indeed associated with angiogenesis, we visualized the tumor vasculature of rat PCCs in a vital state by 3D light-sheet fluorescence microscopy. We performed the vascular perfusion of MENX rats having tumors (n = 3) and of age-matched WT rats (n = 2) using fluorescent T-Lectin, which binds to endothelial cells. Light-sheet microscopy followed by 3D tissue rendering demonstrated that rat neoplasms have a complex neo-vascular network, where the tubes have irregular sizes and are chaotically organized instead of lining up neatly like healthy capillaries (Figure 5B and Figure S5, Video S1). The CD31 staining of endothelial cells was performed to visualize the tumor vasculature. Tumor nodules possessed high proliferation rates, as demonstrated by Ki67 staining. These rates were higher than in typical human PPGLs, and likely due to the defect in p27 (Figure 5B).

Tumor development heavily relies on the interaction between elements in the tumor microenvironment and tumor cells. To verify whether rat PCC cells are intrinsically able to promote angiogenesis due to their gene expression signature, we established the xenografts of these cells in immunocompromised mice by subcutaneous injection. We followed tumor growth longitudinally using functional multi-spectral optoacoustic (MSOT) imaging. MSOT allows to monitor the important physiological parameters of the tumors such as blood oxygen saturation (SO2) non-invasively and without contrast agent [21]. The injected rat primary PCC cells had an engraftment rate of 85%. When xenografts reached a volume of 0.5 mm^3^, tumor growth was followed by MSOT imaging until the mice met the criteria for euthanasia. Rat PCC xenografts (X-PCC) were highly vascularized tumors (Figure 5C) having histopathology and IHC similar to the tissue of origin (Figure 5D and Figure S6). In parallel, for comparative purposes, rat pituitary tumor cells xenografts (X-PA) were generated and imaged using MSOT (Figure 5C,E). To calculate the average SO2, we compared three tumors each from X-PCC and X-PA. Due to the rich blood supply, X-PCCs had 90% SO2, in contrast to 15% SO2 in the compact hypoxic X-PA (Figure 5F). In contrast to the pseudohypoxic X-PCCs, X-PAs, which possessed less angiogenic potential, evoked real hypoxia and will be described in detail elsewhere. These data demonstrated an intrinsic ability of primary rat PCC cells to generate tumors in nude mice that are highly vascularized and have high oxygen saturation.

### 2.6. Histopathology

In order to better understand the architecture of the rat PCC and their progression, we systematically evaluated HYP and PCC with histomorphological criteria that are applied to human PPGLs. The best known scoring systems for human PPGLs are the PASS Pheochromocytoma of the Adrenal gland Scaled Score (PASS), which includes 12 different histologic parameters covering morphology, invasion and proliferation [22] and the Grading system for Adrenal Pheochromocytoma and Paraganglioma (GAPP), considers histologic features together with Ki-67 proliferation index and catecholamine secretion profile [23]. Although their predictive value is still debated, they provide a systematic approach to characterize PPGL histopathologic features. Even though rat PCCs showed features that belong to either PASS or GAPP, none of these two scoring approaches alone were able to fully explain the phenotype of the rat tumors. Therefore, to classify MENX PCCs, we assessed the histomorphological parameters reported in Table 1, which belong to both human scoring systems. Thirty-one adrenal glands of MENX-rats were histomorphologically analyzed at different time-points and compared to those of WT rats (Figure 6A,F; Table 1).

The adrenals of the MENX rats showed a continuous progression from medullary HYP to tumors. We observed an enlarged medulla and increased nest size, visible as an expansion of the reticulin network and an increasing cellularity already at 1–2 months (Figure 6B,G). The earliest appearances of PCC in the hyperplastic context was detectable at 4–5 months (Figure 6C,H), followed by full blown neoplasia at 7–10 months (Figure 6D,E,I,J), with a loss of the reticulin network and tumors extending deeply into the cortex and replacing the entire medulla with a marked compression in the periphery. We previously reported that the Ki67 proliferation index of rat PCCs varies but is in general higher than in typical human PPGLs, likely because of the defect in p27 and cell cycle regulation in MENX rats [24]. In agreement with these studies, we observed that the Ki-67 proliferation index in PCCs ranged from 4 to 60% (Figure 5B) and was already elevated in some HYP. MENX PCCs grew either as large definite nodules, or with a more diffuse pattern and smaller nodule formation. Hemorrhage and dilated blood vessels, as a result of the chaotic neo-angiogenesis, occurred in nearly all PCCs, while the spindle-cell morphology of >10% of the tumor cells (2/23) (Figure 6E), or invasion through the adrenal capsule (3/23) occurred only in very large tumors (Figure 6J). Invasion into the surrounding tissue and undifferentiated morphology (spindle cell morphology) as well as a high proliferation rate observed in some of the neoplasia in the oldest group of animals are indicative of aggressive potential. The age of 4–5 months was seemingly the critical time point, when the switch from HYP to PCC occurred. Altogether, from a histopathological point of view, MENX-associated PCCs resemble their cognate human tumors by showing a typical Zellballen-like architecture with the formation of large irregular cell nests with increased cellularity.

### 2.7. Mitochondria Morphology

As RNAseq and metabolomics indicated changes in the adrenal medulla already at the HYP stage—thus before histopathological changes occurred—we thought to search deeper into the ultrastructural morphology of the cells. 

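The RNA-seq changes at the HYP stage were set beside those in PCC over the genes with values in all 15 samples. These 5492 genes are listed in at least 2 of the 3 tables, so they were selected by the authors' own calls. Of the 1623 genes higher in HYP than in WT, 1491 have values in all samples. In 1248 of these (83.7%) the mean of the PCC samples lay beyond that of the HYP samples. For PCC vs. HYP, 286 were called higher and 24 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 1337 genes lower in HYP than in WT, 1226 have values in all samples, and in 1073 (87.5%) the PCC mean lay further down, with 236 called lower and 8 called higher for PCC vs. HYP.
Across the 5268 of these genes that passed the filter, the log2 fold changes of HYP vs. WT and of PCC vs. WT had a Pearson correlation of 0.869. The genes are not independent replicates, and 4701 of them were called in PCC vs. WT. With each of the 15 samples left out in turn, the correlation lay between 0.845 (without HYP replicate 1) and 0.885 (without PCC replicate 4). Both comparisons use the same WT samples, which alone gives a correlation. Over 100 simulations in which the groups were unchanged and shared the WT samples, the mean correlation was 0.499 (0.466 to 0.533). In these, 66.6% of genes had the same direction against 94.9% in the data. The genes had been selected by the authors' calls on the real groups, which can itself raise both values. The simulated values are therefore a reference for the shared WT samples only. The cell type markers ran in the same order. The level of the cortex markers fell from 0.993 in WT to 0.506 in HYP and 0.182 in PCC. That of the chromaffin cell markers rose from 0.991 to 2.26 and 4.54. A change in tissue composition is thus not separated from a change within medullary cells, for the correlation or for the order of the means.
*Epas1*, the gene of HIF2α (ENSRNOG00000021318, chromosome 6 from 10306405 to 10387265), had a log2 fold change of 2.09 in HYP vs. WT (standard error 0.28, adjusted *p* = 0.000871 from the same edgeR test) and 1.44 in PCC vs. HYP (standard error 0.29, adjusted *p* = 0.0147 from the same edgeR test). The latter call was lost in 1 of the 10 fits that each left out a sample, at an adjusted *p* of 0.0530, and with the replicate number as a block (adjusted *p* = 0.0676, with a range from 3.52e-06 to 0.0676 over the alternatives). *Angpt2* was 2.07 higher in HYP vs. WT on the log2 scale (standard error 0.23, adjusted *p* = 0.000323 from the same edgeR test), and in the fit to all 15 samples its log2 fold change for PCC vs. HYP was 0.03. Since HYP rats were younger than WT rats, age and lesion stage are not separated in HYP vs. WT.

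**Figure D4:**
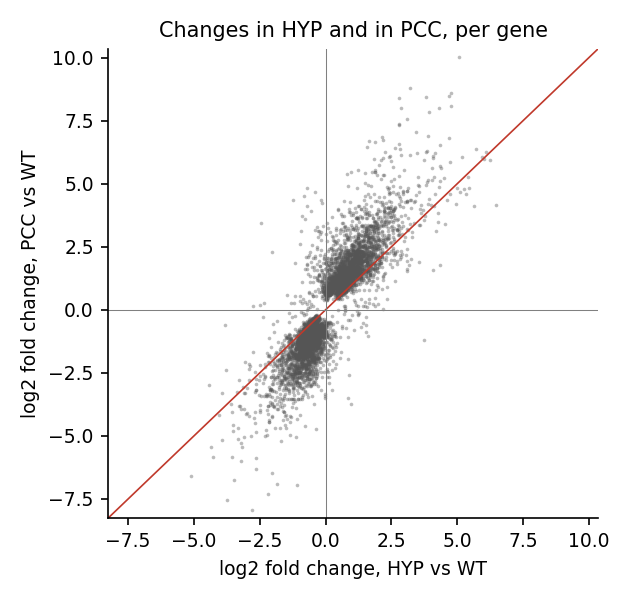
Log2 fold change of HYP vs. WT (horizontal axis) against that of PCC vs. WT (vertical axis) for 5268 genes, one point per gene, with a red line where both are equal. The points run along 1 diagonal with a correlation of 0.869. Simulated unchanged groups that share the WT samples gave 0.499. This value does not account for the selection of the genes by the authors' calls or for the share of cell types in the tissue.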

Aberrant mitochondria morphology has been reported in SDHx-mutated tumors [25], the tumor with which MENX PCCs have a high overlap based on the above presented catecholamine secretion (Figure 1), RNA-seq profile (Figure 2), methylation (Figure 4) and angiogenesis (Figure 5). We performed electron microscopy on the adrenal glands of WT (controls) and MENX rats at various ages focusing on chromaffin cells. In agreement with published studies [26], the chromaffin cells of WT rats contained mitochondria of two different morphologies: long and elongated or small ovoid, with clear-structured cristae (Figure 6K). Adrenomedullary cells of 1 month old MENX already contained mainly small ovoid mitochondria with only sparse elongated ones. Again, progression to a more severe phenotype occurred over time. Thus, in PCCs (7 months), the mitochondria were larger in size, showed balloon-like enlargements, had incomplete cristae and a blurred or empty matrix, resembling what has been described for SHDx-mutated human PPGLs [17].

## 3. Discussion

We here provide extensive evidence that PCCs MENX rats recapitulate the most important features of human p-PPGLs. These rats represent the only currently available animal model where such tumors develop in their physiological microenvironment with complete penetrance.

MENX rats carry a spontaneous mutation in *Cdkn1b* encoding p27 [7]. In humans, germline p27 mutations cause the MEN4 syndrome [27], where the involvement of adrenal glands is rare [28]. In sporadic PCCs, no loss-of-heterozygosity LOH at the *CDKN1B* locus nor gene mutations were identified, but we found p27 to be downregulated or lost in 56% of sporadic PCCs [29]. By means of MENX genetics, it was not immediately obvious which human subcluster the rat tumors might represent. Former studies by our group suggested that MENX-associated PCCs lack PNMT, a feature of noradrenergic tumors, but no in-depth analysis had been done [8]. Thus, we set out to systematically assess the histomorphological, molecular, and biochemical features used to classify human PPGLs. Using this approach we not only found the high overlap with the human p-PPGL cluster but also obtained new insights into the events of tumorigenesis.

RNA-seq data analysis unequivocally clustered MENX PCCs together with human p-PPGL. The expression of many classifier genes of the pseudohypoxic cluster (i.e., *Epas1*, *Slc18A1/2*, *Ndufa4l2*, *Vegfa*) increased with the size of the rat tumors suggesting that they play an important role in tumor progression, but not necessarily in tumor initiation. Accordingly, catecholamine metabolomics of individual rat adrenal glands with advanced PCCs identified the typical pseudohypoxic profile: NE high, DA high, EPI low, which are very important classification criteria for human p-PPGL. Rat PCCs had lower levels of the TCA cycle metabolites citrate, iso-citrate and cis-aconitate, regardless of their stage of progression, as previously shown for human p-PPLGs [30,31]. 

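At the HYP stage, the level of the OXPHOS list lay between 0.538 and 0.764 of the WT mean in the 5 samples, that of the TCA cycle list between 0.654 and 0.897, and that of the branched-chain amino acid degradation list between 0.599 and 0.712. The difference from WT was larger than the spread between samples for OXPHOS and branched-chain amino acids (two-sided exact permutation test, *p* = 0.0079 for each, n = 5 against 5) and for the TCA cycle (two-sided exact permutation test, *p* = 0.0238, n = 5 against 5). These 3 levels are on the TMM scale. Their genes had been called by the authors on these samples, so these tests are not independent evidence. The level of the adrenal cortex markers fell as well, from 0.993 ± 0.318 in WT to 0.506 ± 0.160 in HYP (SD, n = 5 each). The difference between HYP and WT was not tested with the cortex level as a covariate. Cortex left on the tissue and a change in the medulla are thus not separated here. With the samples scaled to the recovered library totals, the median log2 fold changes for HYP vs. WT were -0.42 for OXPHOS, -0.35 for the TCA cycle and -0.45 for branched-chain amino acids, and with the total of the listed counts as the scale they were -0.13, -0.10 and -0.21.
By complex, 14 of 22 tested subunits of complex I, 2 of 3 of complex II, 3 of 4 of complex III, 8 of 10 of complex IV and 8 of 12 of complex V were lower in HYP at an adjusted *p* under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cox8b* (ENSRNOG00000014656, chromosome 1), a subunit of complex IV, had 1.27 ± 0.221 CPM (SD, n = 5) in HYP and 11.8 ± 8.70 CPM (SD, n = 5) in WT, a log2 fold change of -3.22 (standard error 0.49, adjusted *p* = 0.00163 from the same edgeR test). *Cox4i2* went the other way, with a log2 fold change of 2.17, and HYP replicate 1 stood apart in it at 38.4 CPM against at most 24.4 in the other HYP samples.
Of the carbon metabolism genes that Table S1 names, 33 were tested for HYP vs. WT, with 17 lower and 1 higher (median log2 fold change -0.62). In valine, leucine and isoleucine degradation 15 of 24 were lower and 2 higher (median -0.66). Glyoxylate and dicarboxylate metabolism had 7 lower of 10 tested, 2-oxocarboxylic acid metabolism 5 of 7 and the TCA cycle pathway 5 of 10. These genes had been picked by the study from PCC vs. WT on the same WT samples. With the total of the listed counts as the scale, only 3 of the carbon metabolism genes, 3 of the valine, leucine and isoleucine degradation genes and 1 of the TCA cycle genes were still called lower. Without WT replicate 3, 11 of the carbon metabolism genes were called lower.
Among genes with no overlap between HYP and WT, those with the largest log2 fold changes included *B3gat1* (6.22), *Smoc2* (6.00) and *Grid2ip* (5.31) upward, with *Syt6* at least 20.7-fold and *Dscaml1* at least 11.8-fold higher. Downward they included *Cox8b*, *Vil1* (-3.20), *Nfil3* (-3.16) and *Ptges* (-3.05). HYP replicate 2 had 199 CPM of *B3gat1* against at most 69.5 in the other HYP samples.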

Already at the HYP stage, rat lesions showed changes in OXPHOS, carbon metabolism as well as in several anabolic amino acid pathways by RNA-seq and metabolomics, implying a dysfunction in energy metabolism. In contrast, fumarate and the onco-metabolite 2-HG were elevated only in late-stage tumors, suggesting that, in MENX rats, they are not the initiators of tumorigenesis but rather represent the secondary events associated with tumor progression. Interestingly, by ultrastructural analysis, the adrenomedullary cells of mutant rats showed morphologically altered mitochondria already at the age of 1 month, before the onset of histo-pathological changes. Mitochondrial abnormalities in mutant rats worsened with age, and in the tumor cells of 7-month-old MENX rats, mitochondria showed balloon-like enlargements and incomplete cristae. The shape and organization of the cristae affects the functionality of the electron transport chain and thus OXPHOS performance [32]. This is indeed what we observe in MENX PCCs, where both mitochondrial morphology and functionality are affected. At present, we cannot determine which of these two events occurred first and triggered the other. Additional analyses, e.g., whole genome sequencing or metabolic flux analyses, are required to determine whether somatic mutations and/or deteriorating mitochondrial function lead to the accumulation of oncometabolites (fumarate, 2-HG) in rat PCCs.

SDHx- and FH-mutated human p-PPGL lose the epigenetic marker 5-hmC and this associates with DNA hypermethylation [19]. These epigenetic alterations interfere with transcriptional regulation by modulating chromatin accessibility. TET enzymes regulate the conversion from 5-mC to 5-hmC, and their activity is inhibited by increased levels of fumarate, succinate or 2-HG. This links the mitochondrial defects of p-PPGLs bearing mutations in the TCA-cycle with epigenetic modification, and ultimately with gene regulation. Interestingly, like in human SDHx PPGLs, 5-hmC is lost in rat tumor cells but not in adjacent normal medullary cells. Thus, the increase in fumarate and 2-HG together with the decrease in α-KG in MENX PCCs likely block the functionality of TET enzymes, resulting in the loss of the 5-hmC mark. It remains to be determined whether the loss of 5-hmC is also associated with aggressive behavior and a worse patient outcome in human PPGL, as found in other hypoxic and pseudohypoxic cancers such as clear cell renal cell carcinoma (ccRCC) [16] and melanoma [33]. In this respect, it is worth to note that in the imCC cell line [19,34,35], a spontaneously immortalized mouse chromaffin cell line with full Sdhb knockout, the hypermethylation phenotype could be induced by TET silencing [34,35]. In combination with HIF2α activation, this resulted in an epithelial-to-mesenchymal transition mimicking metastatic behavior in human p-PPGL [34,35].

We observed that rat PCCs are mainly negative for the expression of the enzyme PNMT, as previously reported [7]. The rodent adrenal medulla, in contrast to the human medulla, contains two subpopulations consisting of PNMT-positive and PNMT-negative cells arranged in small clusters. At this stage, it is not clear whether the MENX neoplasms originate from PNMT-negative chromaffin cells, or whether during tumor progression *Pnmt* expression is lost due to promoter methylation. Such a mechanism has been reported in human P-PPGLs: the *PNMT* promoter was found to be the target of TET-mediated hypermethylation and resulting in decreased gene expression [19]. Interestingly, it has been shown that rats treated with vitamin D3 developed adrenomedullary hyperplasia and PCCs [36], which were mainly PNMT-negative, thereby suggesting that norepinephrine cells are more sensitive to mitotic stimuli. Currently, no conclusive statement can be made about what causes the lack of *Pnmt* expression in the rat tumors. A combination of both mechanisms (cell of origin, expression downregulation) might be possible.

Pathomorphologically, MENX PCCs share many characteristics with human PCCs, as defined by the PASS or GAPP scoring systemS. In patients, no histo-morphological criteria can clearly distinguish benign from malignant tumors with 100% confidence. However, in human PPGLs, there are features suggestive of aggressive tumor behavior, including local invasion and undifferentiated cell morphology together with other morphological markers. In advanced rat PCCs, we also found the invasion of the periadrenal adipose tissue and cell spindling with increased tumor cellularity. However, no distant lymph node metastases of PCCs have been identified in MENX rats so far. A reason for this might be that, due to their deteriorating health, these animals have to be sacrificed before neoplasias spread to other organs.

In agreement with the hypothesis that unstructured tumor vessels can promote the progression to invasive and metastatic tumors [37], chaotic vessel architecture has been described for human malignant PPGLs [20]. To verify whether this also applies to MENX PCCs, we visualized the architecture of the blood vessels in intact adrenal glands in 3D using T-Lectin labelling and light-sheet microscopy [38]. When compared with normal adrenal medulla, rat tumor nodules showed a rich, highly tortuous, and disorganized vessel network. In agreement with their high degree of vascularization, rat PCCs (early and late) express high levels of *Epas1* and *CD34* vs. normal adrenal medulla. In addition, early tumors display elevated *Angpt2* expression, whereas *Vegfa* is increased only in late-stage PCCs. The ability of rat PCC cells to promote angiogenesis is cell-autonomous, given that when engrafted into nude mice they generate tumors that are highly vascularized and have high oxygen saturation, as demonstrated by MSOT. This is consistent with the expression of the pro-angiogenic factors mentioned above (Hif2α, Angpt2 and Vegfa). Thus, in addition to the histological features of aggressiveness, advanced rat PCCs display a vessel architecture reminiscent of malignant human PPGLs, and represent a useful platform to evaluate the efficacy of anti-angiogenic drugs against these tumors (see below).

Our findings that the mutation of p27 predisposes to PCCs having an alteration in the energy metabolism can be interpreted in the context of a signaling mechanism that connects cell cycle checkpoints to mitochondrial function [39]. The dysregulation of mitochondrial function in human p-PPGLs is associated with severe oxidative stress due to increased reactive oxygen species (ROS) production [40]. It is noteworthy that the oxidative stress response mediated by Foxo3a induces p27 transcription, which ultimately leads to cell-cycle arrest [41], thereby preventing cell division in the presence of unbalanced ROS levels [42]. Thus, to explain the metabolic changes found in rat PCCs, one could postulate that p27 regulates mitochondrial metabolism via an as of yet unknown feed-back loop, which is defective in MENX PCC cells having no functional p27 protein [26]. Interestingly, Powers et al. found that dissected normal rat adrenal medulla clusters together with human p-PPGL transcriptomes [6]. Therefore, the activation of the pseudohypoxic pathways in MENX tumors could be explained by an intrinsic ability of chromaffin cells to sense oxygen. In this case, the lack of the functional p27 would not need to induce novel oxygen-responsive pathways in these cells but rather stimulate the already existing ones. Further studies are required to address these points.

After various unsuccessful attempts at generating engineered mouse models of pseudohypoxic tumors, recently, a rat line with a heterozygous Sdhb deletion was established by TALEN-genetic engineering [6]. As in mice, the homozyogous deletion of Sdhb in rats led to embryonic lethality, but unlike the mice, Sdhb+/− rats developed PCCs, albeit at low frequency [6,43]. After neonatal irradiation, the frequency of macroscopic tumors in Sdhb+/− rats increased to 20%, indicating that additional events were necessary for tumorigenesis. Unfortunately, the low incidence/lack of tumors in nearly all previous mouse/rat models of p-PPGLs hampers their usage for preclinical therapy studies.

Several novel therapeutic approaches for p-PPGLs await preclinical testing, and, thanks to their unique characteristics, MENX rats represent a unique platform for such studies. Indeed, although these rats are not a model of SDHx driver mutations, they are highly valuable given the extensive phenotypic overlap with pseudoxypoxic tumors. Among the drugs potentially effective against p-PPGLs are Hif2α inhibitors, which to date have been tested against ccRCC [44], and therapeutics targeting DNA methylation such as DNA methyltransferase inhibitors or histone deacetylase inhibitors. MENX rats represent the ideal model to evaluate the efficacy of these compounds as their tumors express high levels of *EPAS1* and show loss of 5-hmC.

In conclusion, despite having a different driver gene mutation, MENX-associated PCCs recapitulate all key characteristics of p-PPGLs. Moreover, MENX rats show a time-dependent tumor progression going from HYP to early, and finally advanced lesions. The possibility to study PCCs at different stages of tumorigenesis is not applicable to human patients and may give important clues as to the early changes promoting adrenomedullary carcinogenesis, as well as provide biomarkers for early diagnosis or detection. Importantly, advanced rat PCCs have features that, in their cognate human tumors, are indicative of malignant potential. Understanding the molecular mechanisms leading to these tumors may create novel therapeutic opportunities for aggressive PPGLs but also for other pseudohypoxic cancers. The MENX line, together with complementary in vitro models, is expected to further increase our knowledge of pseudohypoxic tumorigenesis and should help filling the gap that was created by the limitations/lack of the currently available models of p-PPGLs.

## 4. Materials and Methods 

### 4.1. Animals 

MENX rats originate from a spontaneous mutation in the Cdkn1b gene encoding for p27Kip1 in a colony of Sprague Dawley rats, leading to the development of multiple endocrine tumors, including bilateral pheochromocytoma, extra-adrenal paraganglioma, pituitary neuroendocrine tumor (piNET), thyroid C-cell hyperplasia, parathyroid hyperplasia, and pancreatic islet cells hyperplasia [7]. Only primary PCC and piNETs were used for this study. All experimental procedures were conducted in accordance with committed guidelines as approved by the local government (GV-Solas; Felasa; TierschG) and general husbandry rules of the Helmholtz Centre Munich. In vivo studies were approved by the government of Upper Bavaria, Germany (Az. 55.2.1.54-2532-111-2015, ROB-55.2-2532.Vet_02-18-102).

### 4.2. Preparation of Tissue

If not otherwise stated, adrenal glands were dissected, perirenal adipose tissue was carefully removed, the total adrenal was first weighted and then the cortex was removed by macrodissection. Isolated medulla was snap-frozen in liquid nitrogen until further use. A cut off of >190 mg total adrenal was applied to divide the tumors into PCC or advanced PCC based on the results of the catecholamine analysis.

### 4.3. Mouse Xenografts

Immunocompromised mice were injected subcutaneously 1 × 10^6^ MENX primary PCC cells (n = 6) or with 1 × 10^6^ MENX primary pituitary tumor cells (n = 6). Tumor monitoring in rats was conducted longitudinally and non-invasively using multispectral optoacoustic tomography (MSOT). MSOT measurements were performed monthly after the tumor size reached a volume of 0.5 mm^3^. Mice were sacrificed when the tumor volume reached the approved criteria, or at first sign of discomfort.

### 4.4. Multispectral Optoacoustic Tomography (MSOT) 

Mouse xenografts were scanned with an MSOT scanner (MSOT256-TF; iThera Medical, Germany) over 21 wavelengths in near-infrared spectral region (700–900 nm.) [45]. The measured optoacoustic signal was reconstructed using a model-based algorithm to produce images at different wavelengths [45,46,47]. A linear un-mixing method was used to extract oxy- and deoxy-hemoglobin distribution from the reconstructed data. Blood oxygen saturation SO2 was computed by using extracted oxy- and deoxy-hemoglobin coefficients as previously reported [47]. To monitor the variations of oxy-and deoxy-hemoglobin, seven acquired cross-sectional images roughly located at the center of the tumor were chosen and the mean and standard deviation of each variable was calculated at different time points separately.

### 4.5. Tissue Embedding and Histology

Formalin-fixed and paraffin embedded adrenal glands were cut in 2 µm-thin sections with a rotary microtome (HM355S, ThermoFisher Scientific, Waltham, MA, USA) and subjected to histological and immunohistochemical analysis. Hematoxylin–eosin (H&E) staining was performed on deparaffinized sections with Eosin and Mayer’s Haemalaun according to a standard protocol. Morphological evaluation was performed on H&E-slides referring to the grading of Kimura et al. 2005 (GAPP) and Thompson 2002 (PASS) for histopathologic features [22,23]. Features used for evaluation are summarized in (Table S3). Reticulin-staining was performed with the “Methenamine silver plating kit according to Gomori” (Merck), according to the manufacturer’s instructions.

### 4.6. Light-Sheed Fluorescent Microscopy

Rats were anesthetized via isoflurane and injected with 6 nmol/250 gr BW (i.v.) TLectinSense 680 (Perkin Elmer; NEV10060). The rats woke up and were housed in their home cages for the next 6 h. After this incubation time, the rats were killed and immediately perfused with 0.9% cold saline. After finishing the perfusion, the organs of interest were cut out and fixed in PaxGene^®^ Fixation (PreAnalytiX; 765312) reagent for 24 h at room temperature covered in aluminum foil to prevent light exposure. Subsequently, the tissues were transferred into PaxGene^®^ Stabilizer solution and stored at 4 degrees covered with aluminum foil.

### 4.7. Clearing

Tissue clearing was done using the 3DISCO protocol [10]. Briefly, samples were dehydrated in ascending concentrations (50, 70, 80 and 100%) of Tetrahydrofuran (THF, Roth) adding molecular sieves (Sigma) at the last step. The incubation of THF 100% was done for 3 × 12 h. Samples were then immersed in Dibenzylether (DBE, Merck) until clearing was completed, but at least for 3 days. Samples were then analyzed using a light sheet fluorescence microscope (UltraMicroscope II, LaVision BioTec).

### 4.8. Histology after LSFM for Co-Localization 

Cleared tumor samples were rehydrated by immersing them in descending concentrations of ethanol solutions (100% for 24 h, 80% for 48 h, and 70% for 24 h). After rehydration, the tissue samples were again dehydrated using an automated system (Leica ASP300S; Leica Biosystems) and subsequently embedded in paraffin. Serial 2 µm-thin sections prepared with a rotary microtome (HM355S; ThermoFisher Scientific) were subjected to histological and immunohistochemical analysis. Serial sections were done in 50 µm steps. Hematoxylin and eosin (H&E) staining was performed on deparaffinized sections with Eosin and Mayer’s Haemalaun (Morphisto) according to a standard protocol.

### 4.9. Immunohistochemistry

Immunohistochemistry (IHC) was performed with an automated immunostainer (Ventana Medical Systems) or Bond RXm system (Leica) according to the manufacturer’s protocols with minor modifications. Immunostaining was performed with the antibodies indicated in Table S4.

### 4.10. Metabolomics

Tissue lysis for catecholamine and citrate cycle metabolites as well as amino acids measurements.

Snap-frozen macrodissected medullary chromaffin tissue from age-matched (4–5 months or 7–9 month) male mutant or WT MENX rats were lysed by adding 100 µL cell disruption puffer (Ambion PARISTM Kit, Thermo Fisher), 15 min of incubation at 4 °C and homogenization using a tissue grinder (NIPPON Genetics Europe, Düren, Germany) followed by another 15 min incubation on ice. After centrifugation, the obtained supernatants were diluted in either 0.4 M perchloric acid containing 0.5 mM EDTA in Milli-Q water (catecholamines measurements), methanol (citrate cycle metabolites and amino acids measurements) or water (protein determination). For normalization purposes, protein concentration from lysates was measured using Bradford Assay (Roti^®^-Quant, Roth, Karlsruhe, Germany). Data are provided in Table S5.

### 4.11. Catecholamines

Diluted lysates obtained as specified above were analyzed by high-pressure liquid chromatography (HPLC) with electrochemical detection as described previously [48]. TCA cycle metabolites and amino acids and methanolic lysates were quantified by high-pressure liquid chromatography tandem mass spectrometry (LC–MS/MS) as described previously [49].

### 4.12. Quantitative Real-Time PCR (qRT-PCR) Analysis

RNA from macrodissected medullary chromaffin tissue of MENX WT and mutants (age, as indicated in the respective experiment) was extracted by the Maxwell extraction system using the simplyRNA kit (Promega). Real-time PCR gene expression was conducted using Quantifast-One-Step RT-PCR Plus Kit (Qiagen) with customized RT-qPCR arrays or single gene-expression assays (Thermofisher) (Table S6) on a ViiA 7 Real Time PCR system (Thermofisher). A set of four genes, namely Vdac3, Srsf3, Itm2b, Mtch1, that were identified by Flynn et al. [11] to be suitable house-keeping genes for pheochromocytoma studies have been used for normalization and the 2^−ΔΔ*C*t^ method has been applied to calculate differential gene expression.

### 4.13. RNA-Seq Analysis 

RNA for RNA-seq analysis was obtained as described above. Each 5 animals of 4–5-month mutant (=HYP), 7–9.5-month mutant (=PCC), 7–9.5 month WT were used for analysis. The PCCs were subdivided in 2 PCCs and 3 advanced PCCs. Adrenal medullary tissue was macrodissected and cortex removed. RNA-seq and bioinformatics analysis was performed at Novogene (Cambridge, UK). Briefly, 1 μg total RNA, with RIN scores > 6.5 were was used for the generation of sequencing libraries using NEBNext^®^ UltraTM RNALibrary Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations. Fragments of 150~200 bp length were purified with the AMPure XP system (Beckman Coulter, Beverly, MA, USA) and sequenced on the Ilumina platform in paired-end reads. Clean reads were mapped to the reference genome Rn06 Rattus norvegicus (downloaded from NCBI/UCSC/Ensembl) using HISAT2 software. Differential expression analysis was performed with DESeq2 package and the KEGG database were used for enrichment pathway analysis. Datasets for this study were deposited into the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession identification number (GSE162970).

### 4.14. Consensus Clustering

The data of the TCGA PPGL samples from the harmonized PCPG dataset were downloaded via the Bioconductor package TCGAbiolinks [50]. Raw read counts of rat and human samples were TPM normalized [51]. The 3000 most differential genes were searched for rat homologous using the biomaRt R package, retrieving 1699 homologs as previously published [6]. Genes with no reads were removed from the analysis. After combining human and rat normalized reads, the 500 most-variable genes by median absolute deviation were taken for consensus cluster analysis, using the ClustVis online tool [52]. A list of the genes is provided in Table S2. The appropriateness of the subset was tested by clustering human samples only first. Human TCGA cases were limited to those, which were assigned to a certain human PPGL cluster as described in Fishbein et al., 2017 [3]. Parameters applied to the clustering were as follows: original values were ln(x + 1)-transformed. Rows were centered; Pareto scaling was applied to rows. Both rows and columns were clustered using the correlation distance and average linkage. All R analyses were performed with the R (version 3.6.0) (https://www.r-project.org/).

### 4.15. Transmission Electron Microscopy (EM)

Fresh macrodissected tumor tissue was cut into 3 mm pieces and fixed with freshly prepared 2.5% (*v*/*v*) glutaraldehyde, 2% paraformaldehyde in 0.1 M sodium cacodylate, pH 7.4 for 24 h at 4 °C. Tissues were transferred to 0.1 M sodium cacodylate pH 7.4 and stored at 4 °C until further processing. Tissues were prepared as previously described [53] and imaged on a Tecnai G2 (FEI) transmission electron microscope operating at 100 kV at the EM Facility of the University of Padua. Images were captured using a Veleta (Olympus Imaging System) digital camera.

### 4.16. Statistics

qRT-PCR results and metabolomics data are presented as scattered dot plots with individual animals as points, with a mean and SD. Mann–Whitney test was performed with GraphPad Prism (GraphPad Software Inc., Witzenhausen, Germany). Significance is depicted as **** < 0.001, *** < 0.001, ** < 0.01, * < 0.05.

## 5. Conclusions

Pheochromocytoma and paraganglioma of the pseudohypoxic subtype (p-PPGLs) have the highest propensity to metastasize, and associate to poor prognosis. No approved targeted therapy currently exists for p-PPGLs. Progress toward novel therapies for p-PPGLs has been slow, owing mostly to the lack of reliable animal models mimicking the human disease. We found that PCCs in MENX rats recapitulate key features of human p-PPGLs. In addition, they allow to study the progression to aggressive tumors, which might provide early biomarkers of disease and offer novel insights in tumor biology. These aspects, combined with complete tumor penetrance, establish MENX rats as ideal preclinical model to identify and test novel treatments against p-PPGLs, potentially leading to the improved clinical management of patients with p-PPGLs or other aggressive pseudohypoxic tumors. This model can also shed light on the cross-talk between cell cycle regulation and the control of cell metabolism in tumorigenesis.

## Figures and Tables

**Figure 1:**
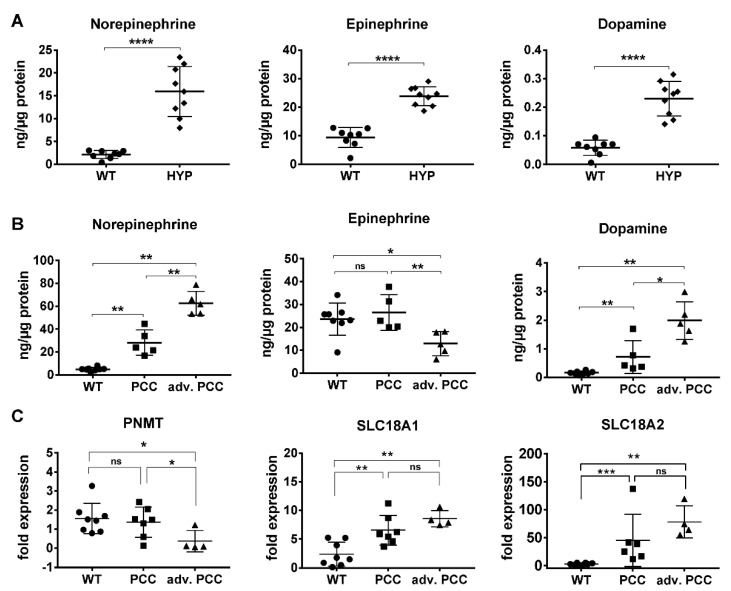
Targeted metabolomics and gene expression in rat adrenals. (**A**) Catecholamine measurements in adrenal medulla of 4–5 month-old wildtype (WT) and MENX rats with hyperplasia (HYP). Metabolites were normalized to the protein content of the gland. (**B**) Catecholamine measurements of >7-month-old WT rats, or rats with pheochromocytoma (PCC) or advanced (adv.) PCC. Metabolites were normalized as in A. (**C**) qRT-PCR-analysis of genes involved in catecholamine synthesis and transport. Depicted is the fold expression normalized against four house-keeping genes. All animals were 7–9 months old. (**A**–**C**) values + SD, *p*-values were calculated by Mann–Whitney test. (**** < 0.0001, *** < 0.001, ** < 0.01, * <0.05, ns ≥ 0.05).

**Figure 2:**
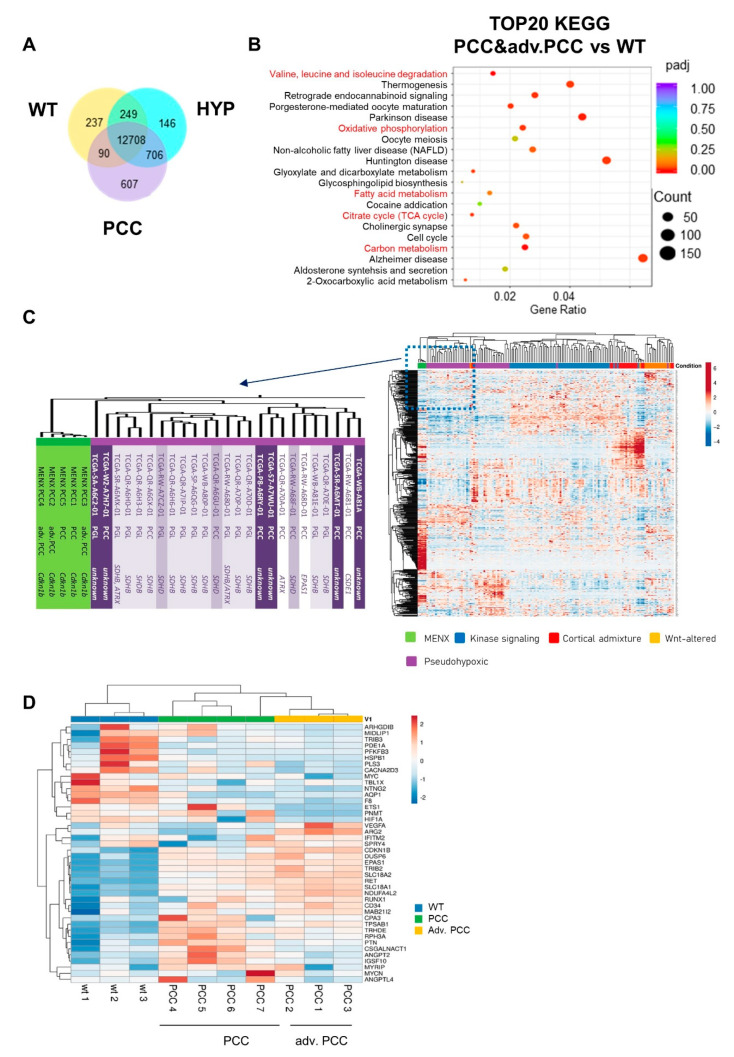
Analysis of rat transcriptome and the comparison to the human The Cancer Genome Atlas’ (TCGA) pheochromocytoma and paraganglioma (PPGL) dataset. (**A**) Venn Diagram depicting the unique and differentially expressed genes among wildtype (WT; n = 5), hyperplasia (HYP, n = 5) and pheochromocytoma (PCC + adv. PCC, n = 5) samples found by RNA-seq analysis. (**B**) Top 20 most significantly enriched KEGG pathways based on the differentially expressed genes between rat datasets (WT and PCC) are depicted in the dot graph. (**C**) Comparison of the MENX PCC transcriptome to the human TCGA PPGL dataset by the consensus clustering of the 500 most differentially expressed homologous genes between rat PCC and human PPGL. Both rows and columns are clustered using correlation distance and average linkage. The 25 patient samples closest to the rat PCCs are enlarged and their driver mutations are reported. (**D**) RT-PCR-based array analysis of selected relevant classifier genes. Shown is the consensus clustering and the heatmap of WT normal adrenal (n = 3), MENX PCC (n = 4) and advanced PCC (n = 3) of 7.5–9-month-old rats.

**Figure 3:**
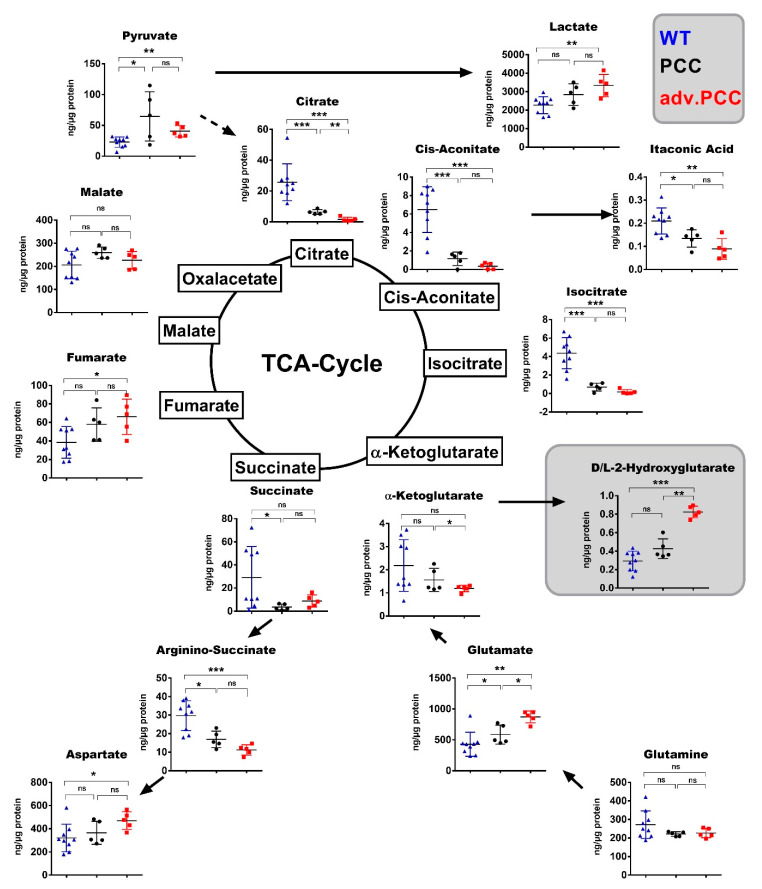
Targeted metabolomics of TCA-cycle metabolites in MENX PCCs. Metabolomic analysis of TCA-cycle metabolites in the adrenal medulla of WT (n = 9), PCC (n = 5) and adv. PCC (n = 5) at 7–9 months of age was done by LC–MS/MS. Measurements are reported as ng/g of total protein. Each symbol represents one animal: blue triangle = WT; black dot = PCC; red square = adv. PCC. Data are expressed as the mean ± SD. *p*-values were calculated by the Mann–Whitney test. (*** *p* < 0.001, ** *p* < 0.01, * *p* <0.05, ns *p* > = 0.05.

**Figure 4:**
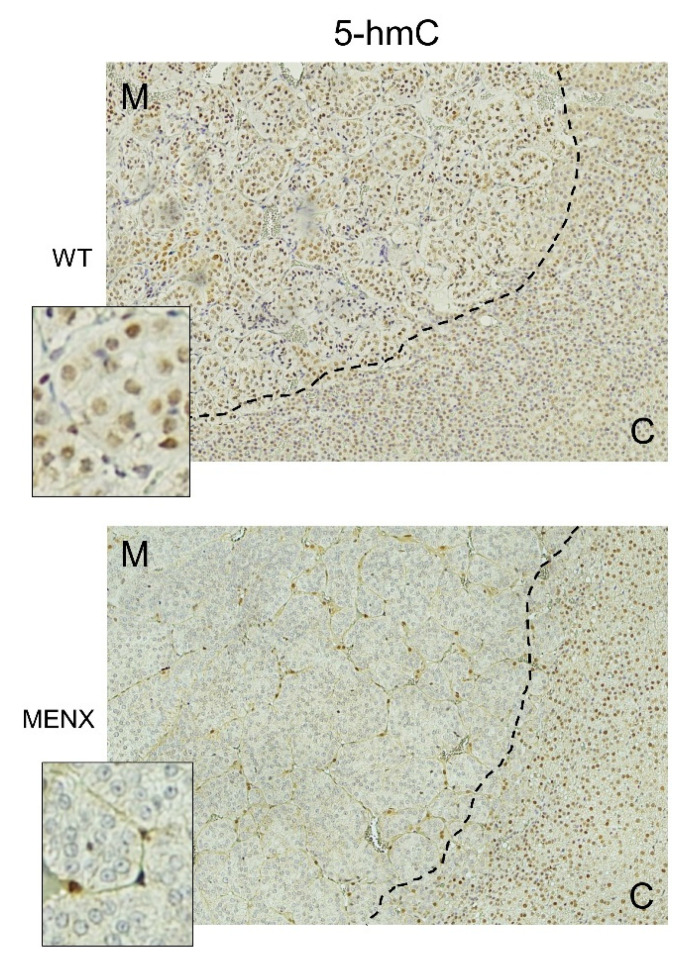
IHC of the epigenetic marker 5-hmC in MENX PCCs. IHC staining for 5-hmC of a wildtype adrenal medulla (WT) and a representative MENX adv. PCC (n = 10) at 7–9 months of age. Sustentacular cells and adjacent cortical cells remain 5-hmC positive, which is lost in the tumor cells. Magnification: 100×, inset = 300×, M = medulla, C = cortex.

**Figure 5:**
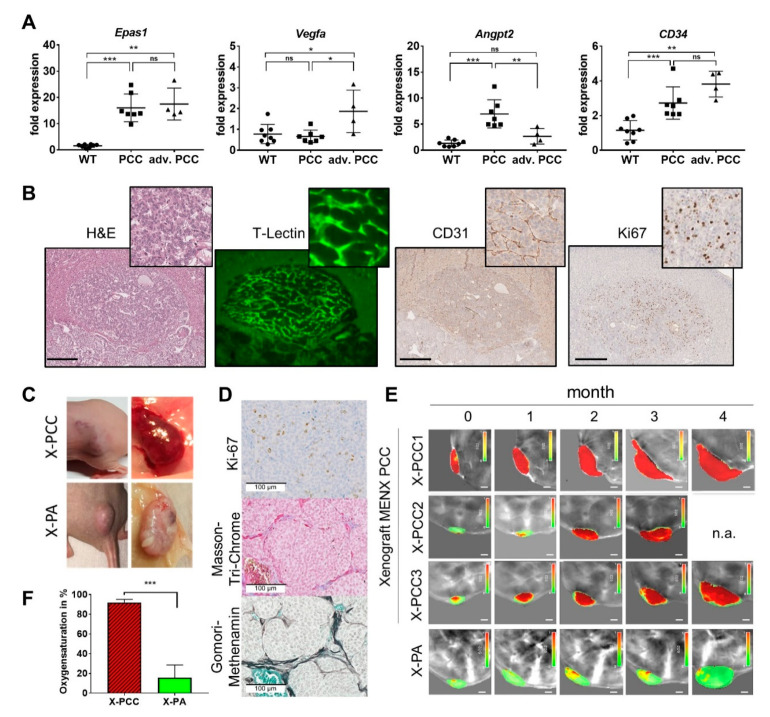
Angiogenesis-related genes and angiogenic features of rat PCCs and of engrafted rat primary PCC cells. (**A**) qRT-PCR-analysis of genes involved in angiogenesis. Depicted is the fold expression relative to a set of four house-keeping genes in WT (n = 8), PCC (n= 7) and an advanced PCC (n = 4) of 7–9-month-old rats. (**B**) Co-registration of 3D microscopy with hematoxylin–eosin (H&E), the IHC staining of a rat PCC nodule and T-Lectin labeling of intact vessels. Shown is an optical section of a 3D stack. Scale bar = 200 µm. (**C**) Xenografts of primary PCC and pituitary adenoma (PA) cells from MENX rats in immunocompromised nude mice. (**D**) IHC analysis of a representative xenografted PCC tissue bar = 100 µm. (**E**) Longitudinal multi-spectral optoacoustic tomography (MSOT) measurements of PCC (X-PCC) and PA (X-PA) xenografts assessing oxygen saturation via oxyHb/(Hb + oxyHb) ratio. The red and green colors indicate the high and low oxygen saturation, respectively. (**F**) Quantitative analysis of the oxygen saturation in tumor xenografts at the 3 months timepoint of the MSOT measurement. Depicted is mean of 3 individual tumors (**A**,**F**) +/− SD, *p*-values were calculated by the Mann–Whitney test. (**** < 0.0001, *** < 0.001, ** < 0.01, * <0.05, ns > = 0.05).

**Figure 6:**
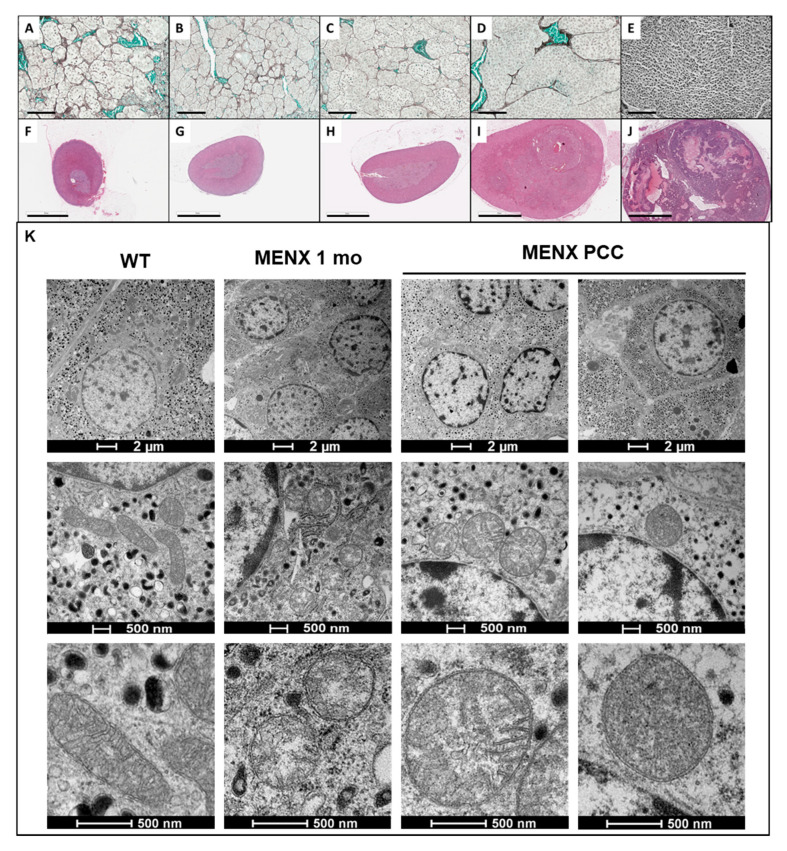
Histo- and ultrastructural morphology of MENX rat adrenals at various ages. (**A**–**E**). Reticulin network stained by Gomori–Methenamin–Silver of (**A**) WT rats, 8 months old (**B**) MENX rats, 1–2 months old (**C**) MENX rats, 4–5 months old (**D**) and (**E**) MENX rats, 7 months old. Reticulin fibers in black, erythrocytes in green. bar = 100 µm. (**F**–**J**) H&E staining of the tissues shown in panels (**A**–**E**). At >7 month of age, 100% of the adrenals were present within neoplasia, however, the manifestation varies. Extreme cases as seen in (**J**) occur in <10% of the MENX PCC cases, while (**I**) depicts a representative example of the majority of the cases at 7 mo. bar = 2 mm; (**K**) Mitochondrial abnormalities in MENX PCC. Adrenal medullary tissue of WT 1-month-old rats and PCC of 7-month-old rats were analyzed by TEM. Scale bar depicts 2 µm top, 500 nm middle and bottom panel.

**Table 1:** Overview of the histomorphological characteristics of MENX PCC.

	MENX (Total = 31)		
**Diagnosis**	1–2 mo (n = 4)	4–5 mo (n = 4)	>7 mo (n = 23)
Hyperplasia	4/4	3/4	1/23
Early PCC		1/4	3/23
PCC			19/23
**Major findings**			
Architecture:			
regular, nests can get wider, focal loss of reticulin network	4/4	3/4	23/23
enlarged irregular nests, diffuse, small nodule formation and loss of reticulin network		1/4	13/23
enlarged irregular nests with distinct large nodule formation and loss of reticulin network			9/23
Pleomorphism			
grade 1		2/4	22/23
grade 2			1/23
Increased cellularity	4/4	4/4	23/23
Pyknoses	2/4	2/4	21/23
Mitosis, atypical mitosis		2/4	14/23
Small comedonecrosis and/or fatty degeneration			12/23
Spindle cell architecture (>10% of tumor volume)			2/23
Invasion through the capsule into periadrenal adipose tissue			3/23

## Data Availability

The data presented in this study are available in the article or supplementary files. RNAseq data has been deposited as stated above.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/13/1/126/s1: Figure S1: PNMT expression and catecholamine profile of MENX PCCs; Figure S2: Analysis of rat transcriptome and Human TCGA PPGL clustering with the 500 gene list, Figure S3: Krebs cycle changes in hyperplastic MENX PCCs, Figure S4: TET enzymes activity and 5-hmC expression in MENX rat adrenals; Figure S5: Structure of the rat PCC vasculature. Figure S6: Comparison of the morphology of primary MENX PCCs and tumors derived from xenografted MENX PCC cells. Table S1: List of the KEGG pathway analysis in WT vs. PCC as xlsx, Table S2: List of 500 genes used for clustering as .xlsx, Table S3: Features used to access histomorphology, Table S4: Antibodies used in the study, Table S5: Metabolomics Table as .xlsx, Table S6: List of Taqman Assays as .xlsx, Video S1: 3D reconstruction of cleared-T-Lectin stained MENX adrenal with PCC. Additional datasets analyzed during the current study are available from the corresponding author upon reasonable request.

## Abbreviations

2-HG	2-hydroxyglutarate
HYP	hyperplasia
IHC	immunohistochemistry
EPI	epinephrine
LSFM	light sheet fluorescence microscopy
MSOT	multispectral optoacoustic tomography
NE	norepinephrine
OXPHOS	oxidative phosphorylation
PCC	pheochromocytoma
PGL	paraganglioma
PPGL	pheochromocyomat and paraganglioma
p-PPGL	pseudohypoxic pheochromocytoma and paraganglioma
WT	wildtype

# Supplementary material for: Mutation of the Cell Cycle Regulator p27kip1 Drives Pseudohypoxic Pheochromocytoma Development
**Source:** Cancers (Basel). 2021 Jan 2;13(1):126. doi: 10.3390/cancers13010126
**Supplement:** Supplementary file 1

Supplementary Materials: Mutation of the Cell Cycle Regulator p27kip1 Drives Pseudohypoxic Pheochromocytoma Development

Hermine Mohr, Simone Ballke, Nicole Bechmann, Sebastian Gulde, Jaber Malekzadeh-Najafabadi,
Mirko Peitzsch, Vasilis Ntziachristos, Katja Steiger, Tobias Wiedemann and Natalia S. Pellegata

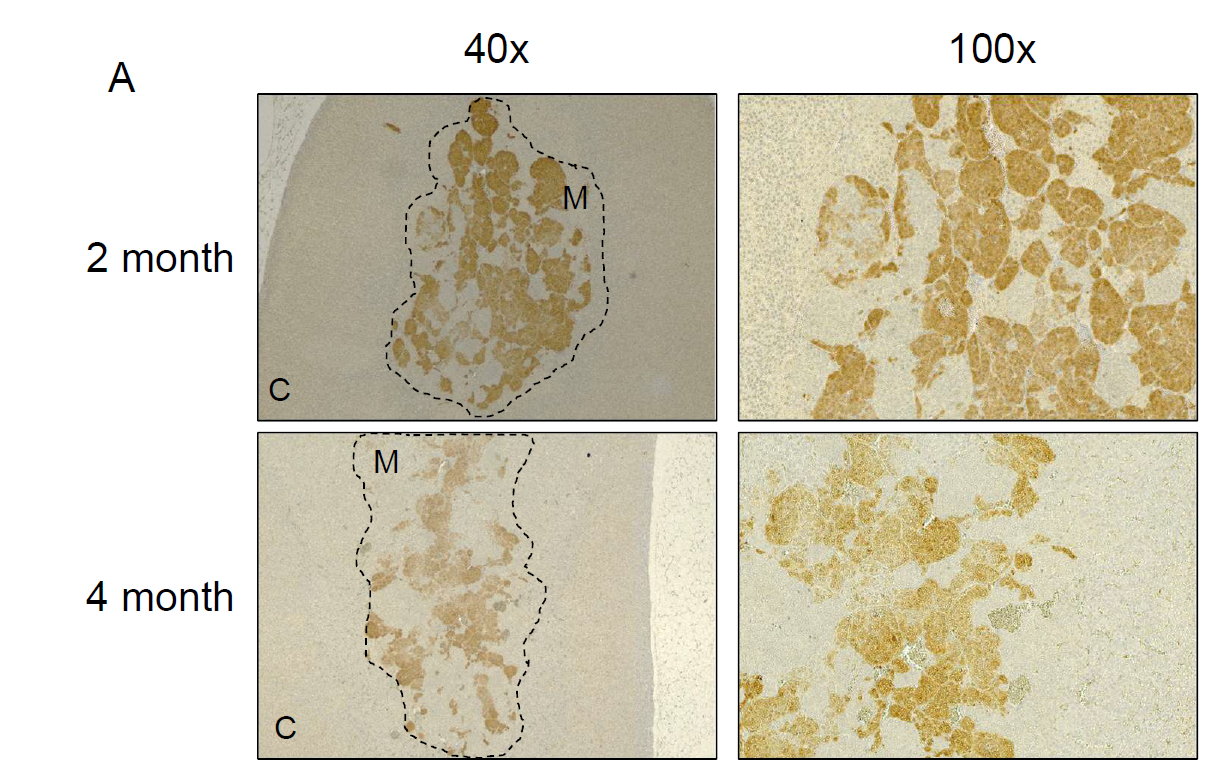

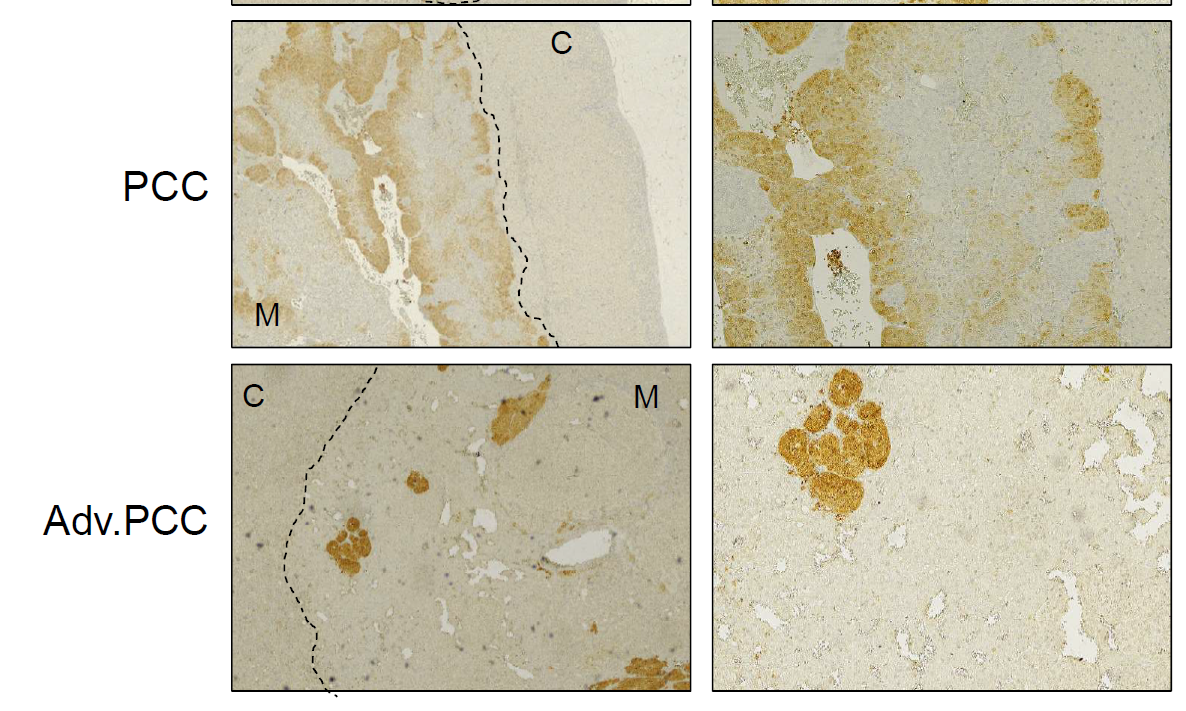

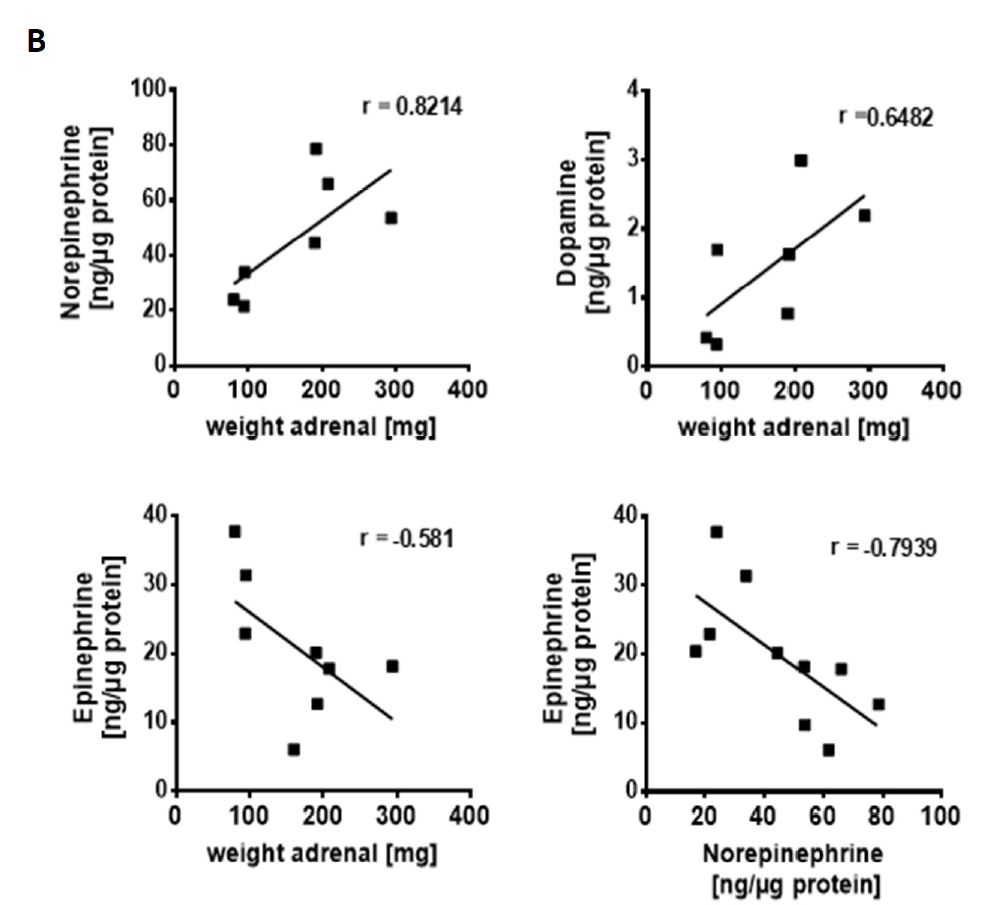

**Figure S1.** PNMT expression and catecholamine profile of MENX PCCs. (**A**)Adrenals from MENX rats at different ages were stained with a PNMT-specific antibody. Representative examples are shown. The proportion of PNMT-positive cells decreased with tumorigenesis. M, medulla; C, cortex. (**B**) Correlation of catecholamine concentration to adrenal weight. NE and DA concentration increased with the weight of the tumor tissue. In contrast EPI drops. The EPI concentration is strongly inverse correlated to the NE concentration in the tumor tissues (depicted is Spearman-Correlation).

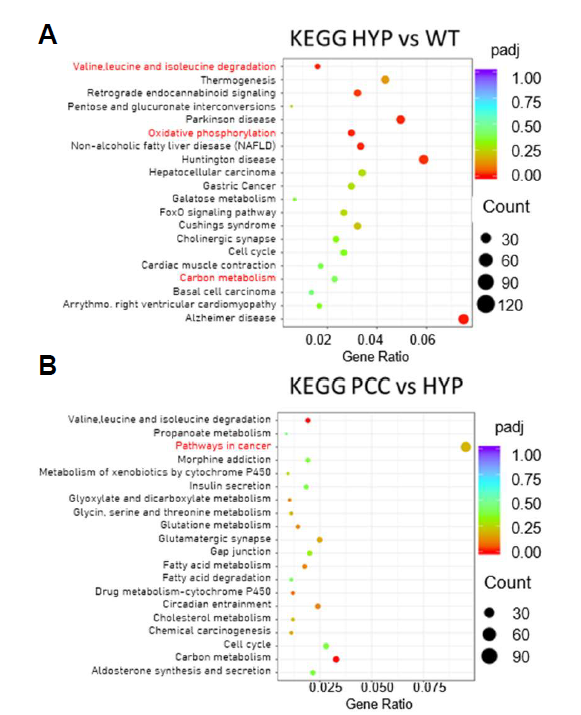

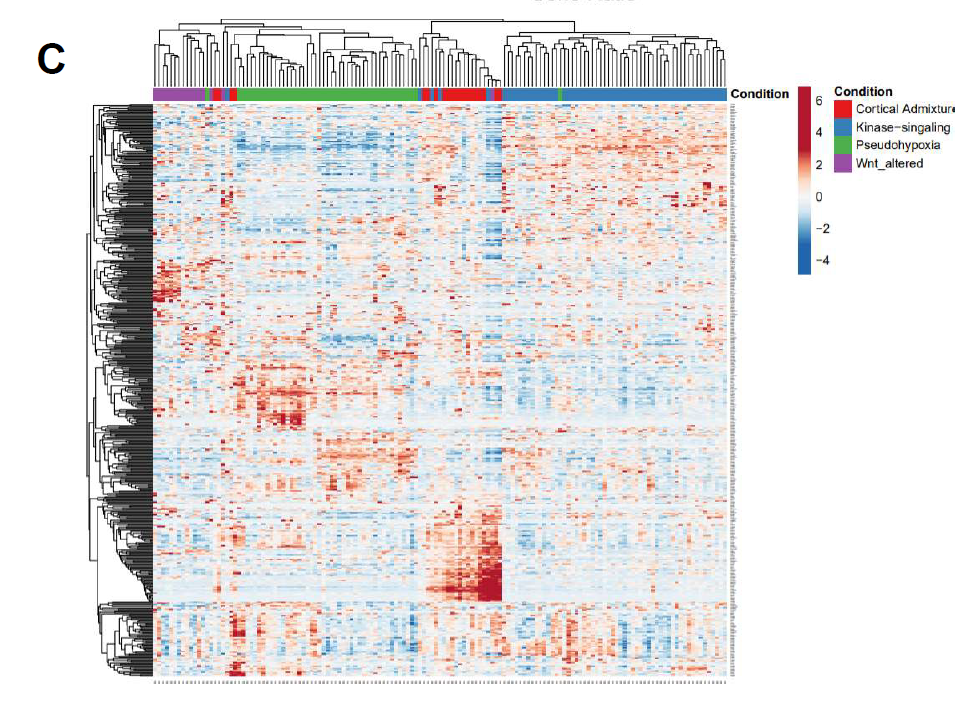

**Figure S2.** Analysis of rat transcriptome and Human TCGA PPGL clustering with the 500 gene list. (**A**–**B**) Wildtype (WT, *n* = 5), Hyperplasia (HYP, *n* = 5), Pheochromocytoma (PCC, *n* = 5) were analysed by RNAseq of macroscopic dissected medulla tissue. Top 20 most significantly enriched KEGG pathways based on the differentially expressed genes between rat datasets A) (HYP vs. PCC) and (**B**) (PCC vs. HYP) are depicted in the dot graph. (**C**) Consensus Clustering of TCGA PPGL and heatmap without rat samples (red = Cortical admixture, blue= kinase-signaling, green = pseudohypoxia, purple = Wnt-activated). The selected subset of 500 genes is sufficient to cluster the human samples into the previously identified cluster with few exceptions mainly by the coritcal admixture cluster. An enlarged figure can be found in a seperate file, Figure S2C.

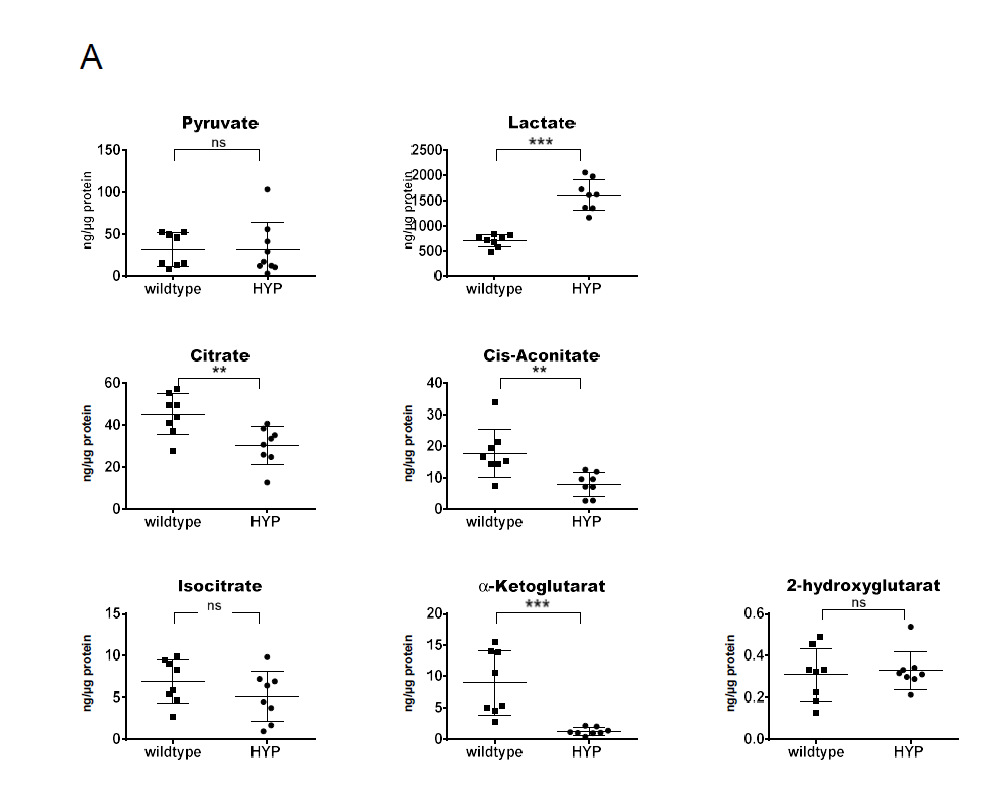

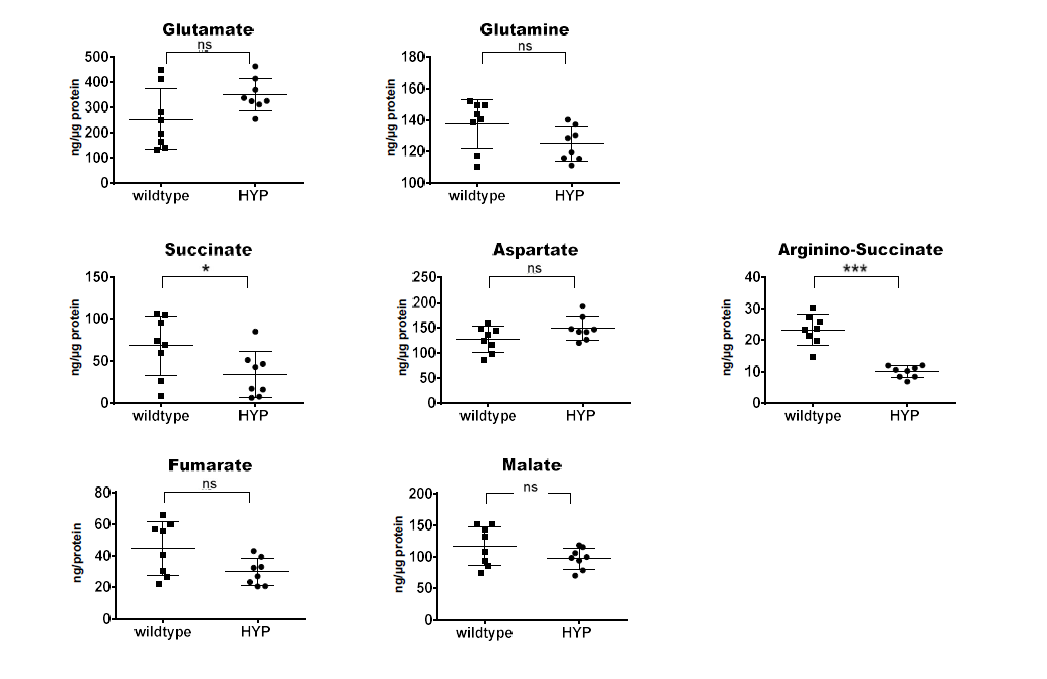

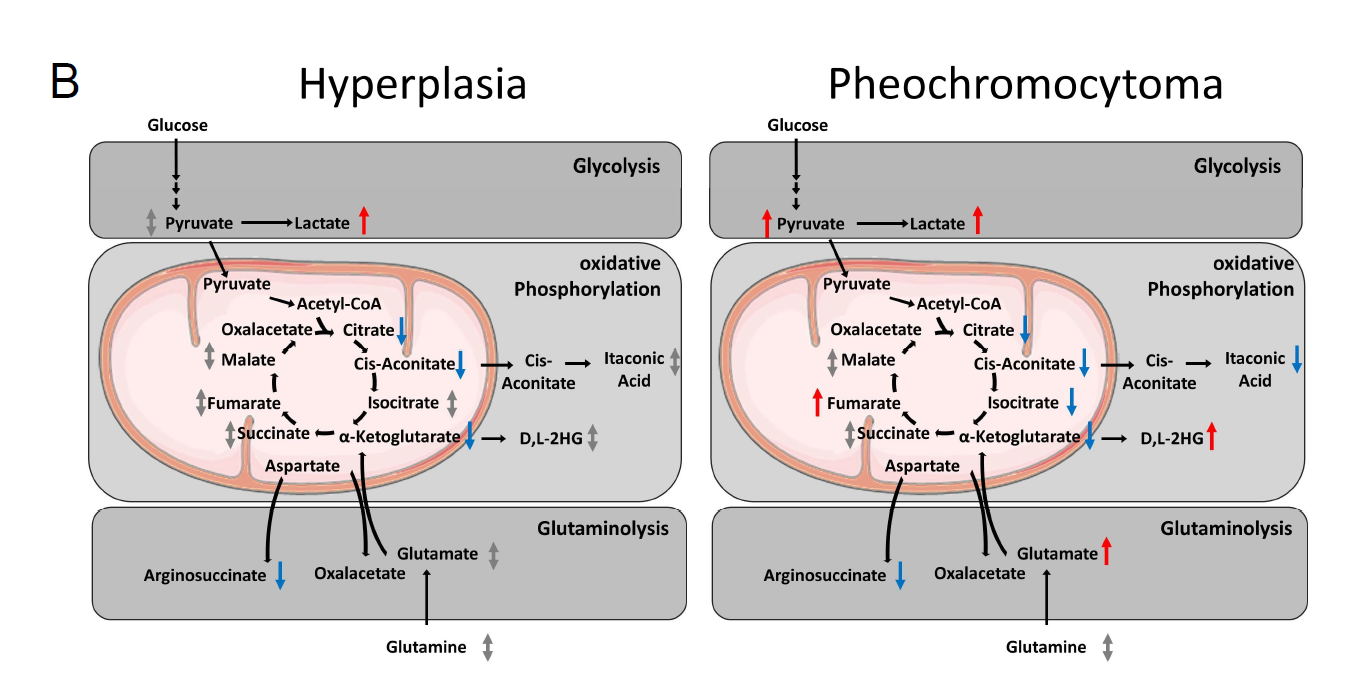

**Figure S3.** Krebs cycle changes in hyperplastic MENX PCCs. (**A**) Metabolomic analysis of TCA-cycle metabolites in adrenal medulla of WT (*n* = 8) and HYP (*n* = 8) at 4–5 months of age was done by LC-MS/MS. Measurements are reported as ng/mg of total protein. Each symbol represents one animal: black square = WT; black dot = HYP. Data are expressed as mean ± SD. *p*-values were calculated by Mann-Whitney-Test. (***, *p* < 0.001; **, *p* < 0.01; *, *p* < 0.05; ns, not significant. Already at the stage of hyperplasia, there is a decrease in several metabolites of the TCA cycle, while Lactate production is increased. (**B**) Scheme illustrating the changes found in TCA-metabolites in MENX rats at 4–5 (HYP) and 7–9 (PCC) months of age. Red arrows indicate increased metabolite levels, blue arrows indicate decreased levels. Many changes seen at HYP became more pronounced during tumor progression.

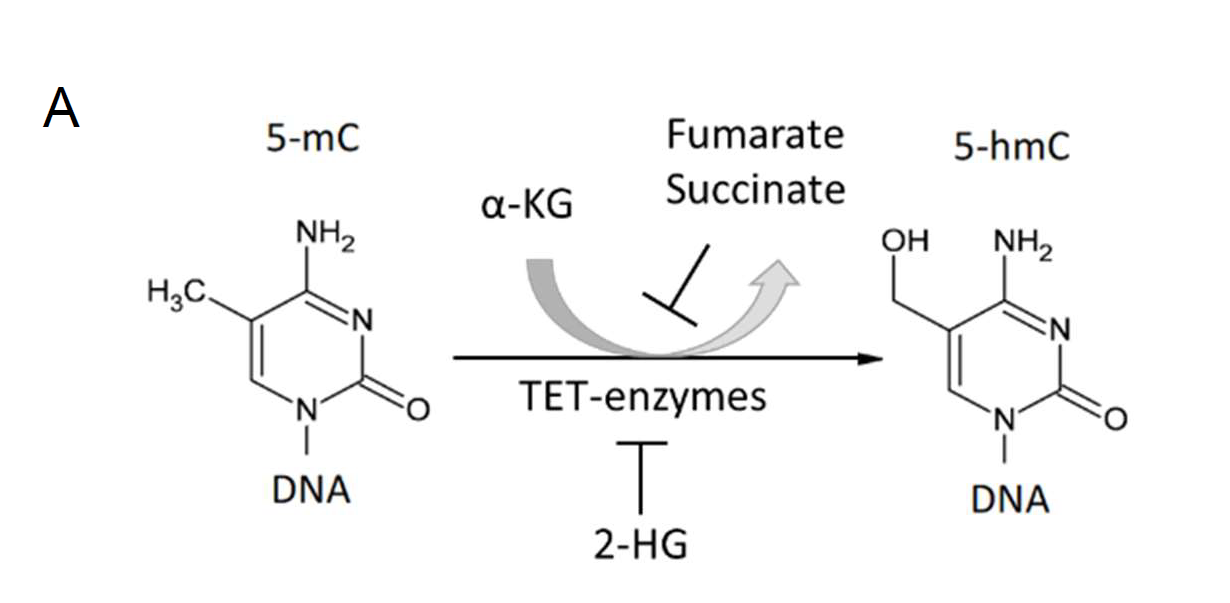

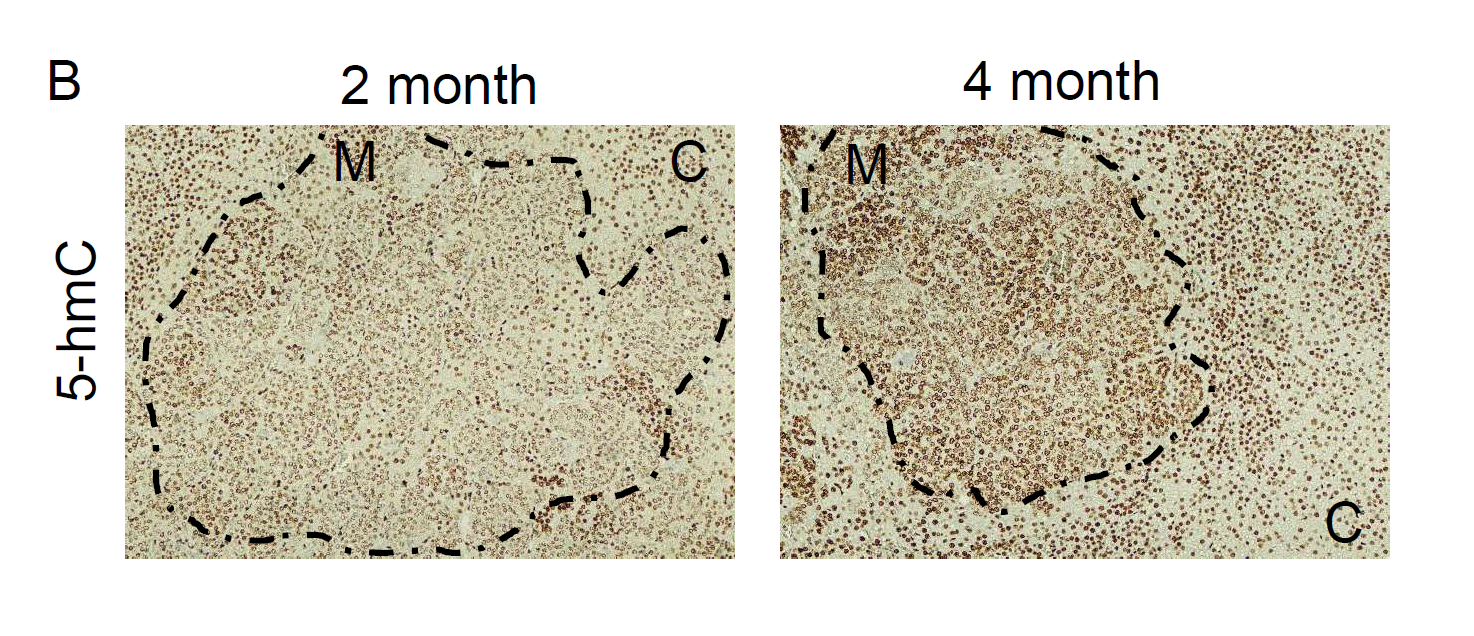

**Figure S4.** TET enzymes activity and 5-hmC expression in MENX rat adrenals. (**A**) Scheme illustrating the enzymes (TET) catalyzing the oxidation of 5-mC to 5-hmC and their inhibitors. (**B**) IHC staining for 5-hmC at 2 month and 4 month of age. M = medulla, C = cortex. 5-hmC staining was positive in adrenal medullary cells in animals before the onset of PCC. Original magnification: 100×.

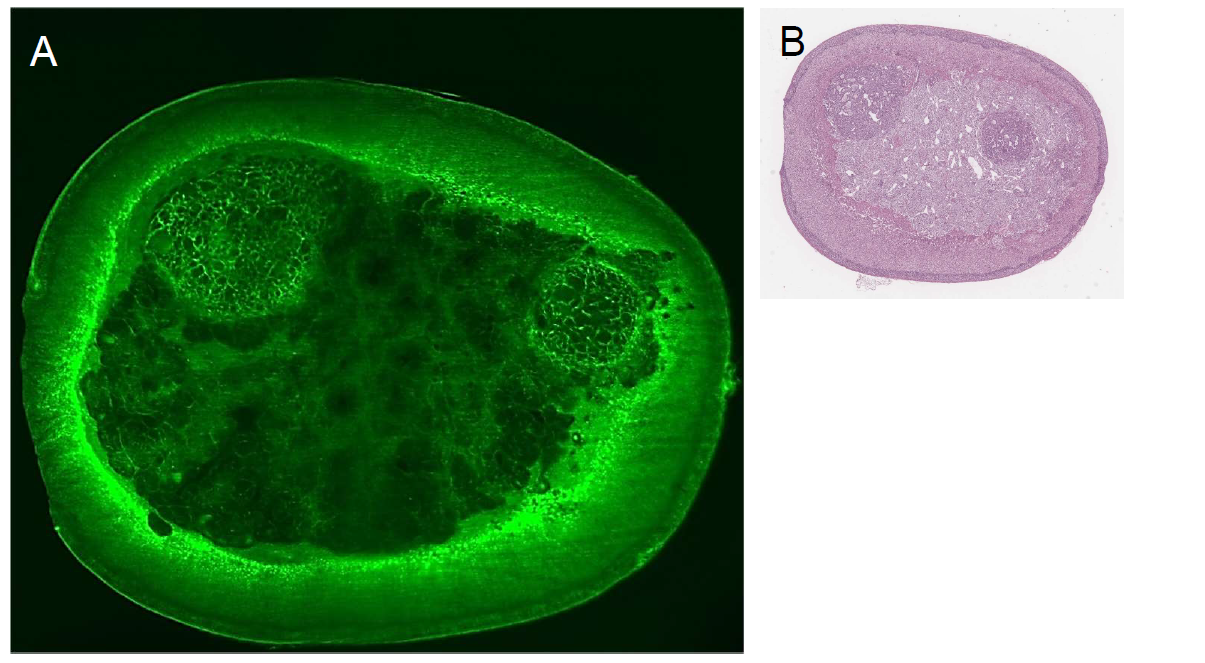

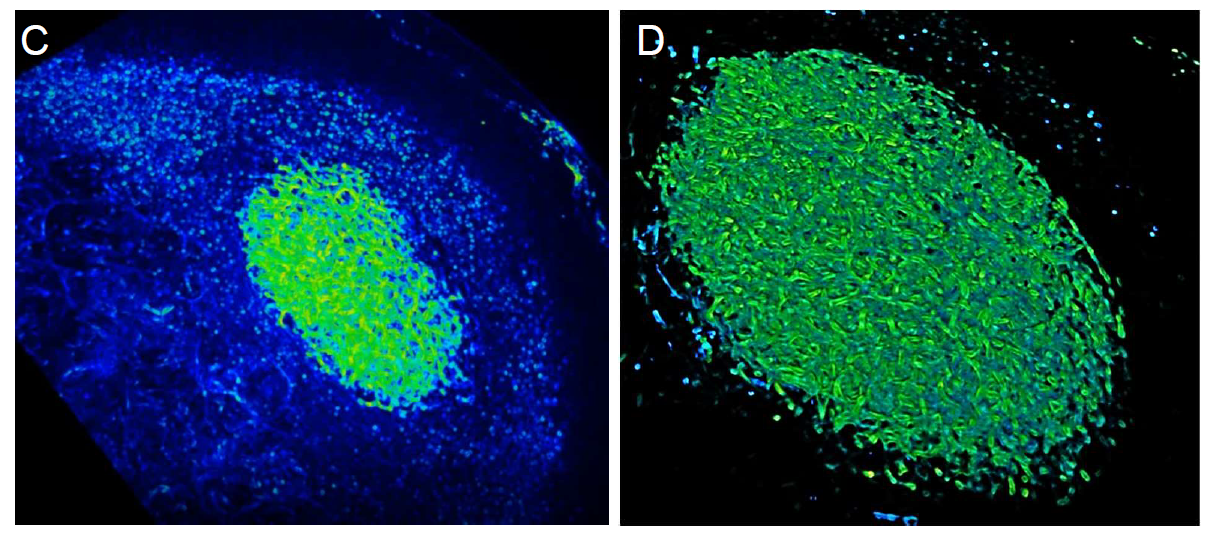

**Figure S5.** Structure of the rat PCC vasculature. Rats were injected with T-Lectin to visualize endothelial cells, and 6 h later sacrificed for organ collection. (**A**) Cross-section of a T-Lectin-stained (green) MENX adrenal gland. Two PCC nodules are visible. (**B**) H&E staining of the gland shown in (**A**). (**C**) PCC nodule stained with T-Lectin (green). Cell nuclei were counterstained with DAPI. This is the nodule shown in the video. (**D**) Higher magnification of the nodule in C. Original magnification: (**A**,**B**) 20×. Panels (**C**,**D**) derive from the video.

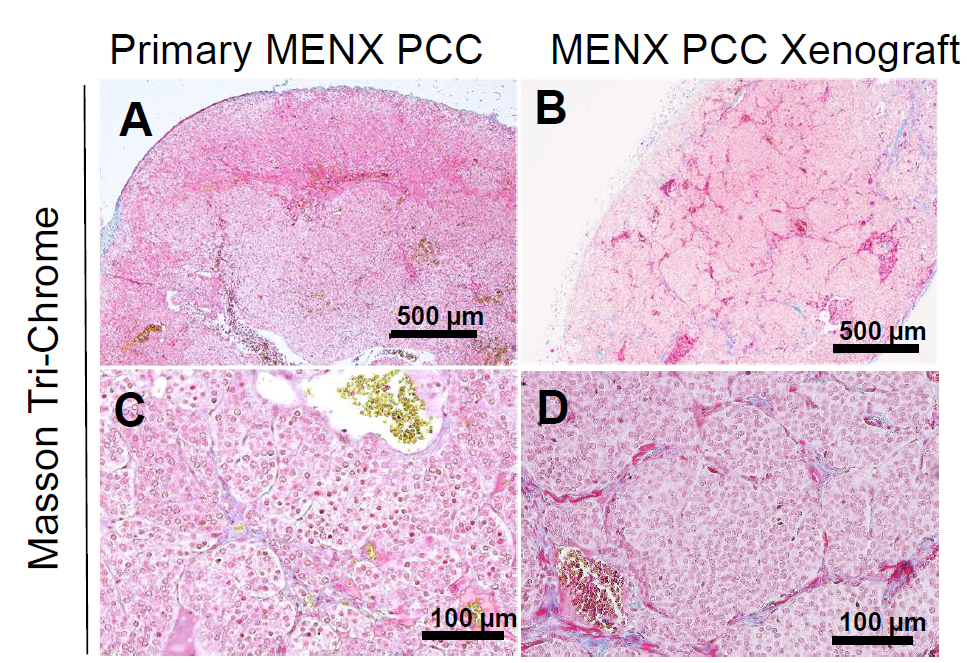

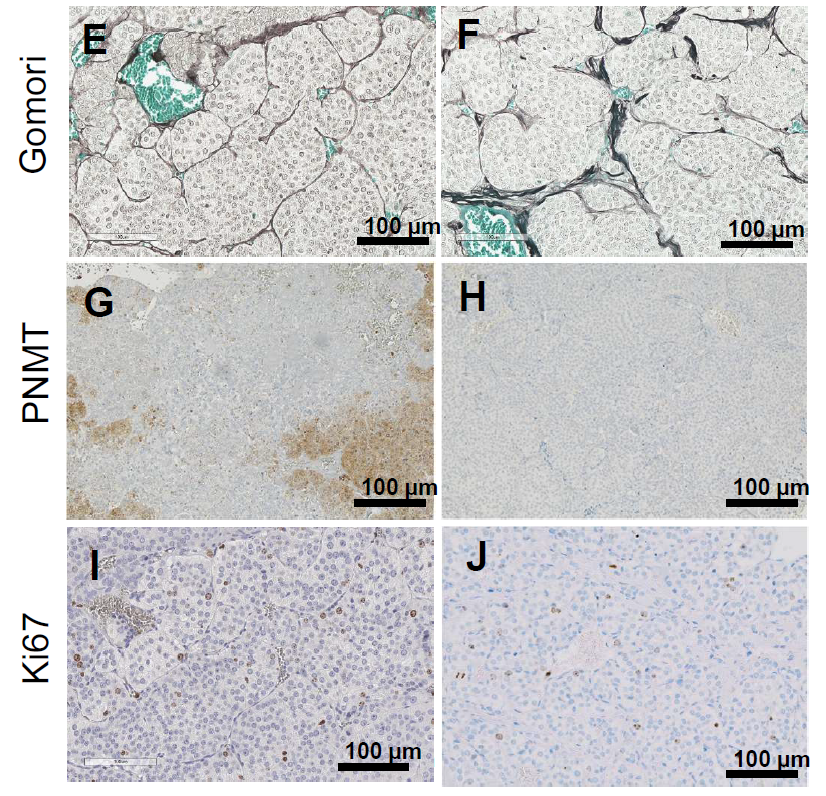

**Figure S6.** Comparison of the morphology of primary MENX PCCs and tumors derived from xenografted MENX PCC cells. (**A**–**D**) Masson-Tri-Chrome staining, depicting erythrocytes in yellow and collagen in blue. (**E**–**F**) Gomori-Silver Methanamin stains Reticulin in black and erythrocytes in green. (**G**–**H**) PNMT staining shows the lack of PNMT in the xenografted tissue, while there are some residual cells positive in the primary tumor. (**I**–**J**) Ki67 staining indicating proliferating cells. Although there were some variations between individual tumors of the primary and xenografs, the overall charcteristics and morphology was maintained after injecting the primary tumor cells subcutaneously into mice.

How the deposited data were processed for this re-analysis (not part of the article)

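The data are the RNA-seq counts of macrodissected adrenal medullary tissue from 15 rats: 5 WT rats, 5 MENX rats at the HYP stage and 5 MENX rats with PCC, of which 2 had PCCs and 3 advanced PCCs by the sample names in Figure 2C. Samples were grouped by the condition and replicate given in their descriptions, and all per-sample columns could be assigned to a sample. The authors cleaned the paired-end reads, mapped them to the rat genome Rn06 with HISAT2 and compared the groups pairwise with DESeq2. For each comparison they deposited the genes with an adjusted *p* under 0.05. Each table holds raw read counts per gene and FPKM as deposited by the authors. The normalized signal values were made by the authors by dividing the counts by a DESeq2 size factor per sample. The p-values and adjusted p-values (FDR) were computed by the authors with DESeq2 and the Benjamini-Hochberg adjustment, beside their log2 fold changes. The unit of each column was checked on its values: the read counts are whole numbers, the ratio of count to size-factor value is constant within a sample, and no count of a gene in a sample differs between the 3 tables.

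The tables hold 8621 genes in all, of which 5492 have values in all 15 samples. The total of reads counted on genes was recovered for each sample as the median of count divided by FPKM and gene length over genes with at least 20 counts, and ranged from 16315018 to 23831269 reads. For genes with at most 3 counts in every sample of a group, the fold change is given as a lower bound with 3 counts as the floor. The number of genes the authors had tested was recovered from the adjusted and raw *p* of the last gene of each table.

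Counts were analysed with edgeR 4.0.16 in R 4.3.3 (with limma 3.58.1). Samples were scaled by TMM over the listed genes, filterByExpr removed 682, 298 and 212 genes with low counts for PCC vs. WT, HYP vs. WT and PCC vs. HYP, and groups were compared with glmQLFit and glmQLFTest. Adjusted *p*-values are Benjamini-Hochberg values over the number of genes the authors had tested. Since the genes outside the tables are taken to rank after the listed ones, they are upper bounds for the listed genes. Genes were called at an adjusted *p* under 0.05. The standard error of a log2 fold change is its size divided by the square root of the test's F. CPM values are counts divided by the TMM effective library size, on the scale of the recovered library totals. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps, and DESeq2 1.42.0 for an alternative fit.

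The level of a list in a sample is the median over the list's genes with values in all samples of CPM divided by the mean of the WT samples. Levels and single genes were compared between groups with two-sided exact permutation tests, whose smallest *p* is 0.0079 for 5 samples against 5 and 0.1 for 3 against 2. Correlations across samples were tested with 100000 permutations within groups. Differences with the cortex level as a covariate were tested with 100000 permutations of the residuals of the model without the PCC term over all 15 samples. A pseudocount of 0.5 was used for log2 CPM.

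The lists were written before the data were examined, as were the comparisons, the rule for the genes named and all alternatives except those said to have been chosen after seeing the data. They are TCA cycle enzymes, the SDH complex with its assembly factors, OXPHOS complexes I to V, branched-chain amino acid degradation, glycolysis, cell cycle and proliferation, the markers of adrenal cortex, chromaffin, sustentacular and Schwann, endothelial, macrophage and leukocyte, adipocyte and erythroid cells, the genes of the qRT-PCR array of Table S6 and its 4 reference genes, and the genes the paper names as markers. The genes named are *Cdkn1b*, the markers the paper names, the SDH subunits, the TCA cycle enzymes, and for each comparison the 5 largest changes in each direction among called genes with an average of at least 1 CPM, no overlap between the groups and a gene symbol. The single-gene results of 3 genes are not reported here, and their levels stay in the counts and lists. *Cox4i1*, *Cox4i2*, *Mtch1*, the single members of the other lists and the transcripts of the X and Y chromosomes were named after their values were seen.

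Since the tables hold only genes that the authors had called, tests of a gene set against a background of all genes were left out. For the same reason, list calls and tests of list levels are not independent evidence. In valine, leucine and isoleucine degradation and the other pathways of Table S1, genes were taken from the 7 pathways whose gene names are complete in the copy of the table read here. The 14 enrichment *p*-values of Table S1 were recomputed from the numbers that the table itself gives. The human samples were not analysed here.

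The alternatives were DESeq2 with its size factors, scaling to the total of the listed counts, no filter, at least 10 counts in every sample, at least 2-fold change, an adjusted *p* under 0.01, all 15 samples in a single fit, the replicate number as a block, advanced PCCs only, PCCs that are not advanced only, and each sample left out in turn. The authors' size factors, the recovered library totals and adjustment over the listed genes only were added after seeing the data.

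The tests were checked on simulated counts with 200 changed genes. All other simulated genes were unchanged, and the adjustment ran over the simulated genes alone. The deposited tables hold only called genes, adjusted over all genes the authors had tested, so these rates do not carry over to the data. edgeR found 62, 80 and 70% of them for PCC vs. WT, HYP vs. WT and PCC vs. HYP, with 4.62, 5.33 and 4.11% of its calls false. DESeq2 found 74, 85.5 and 79.5%, with 14.9, 10.0 and 13.6% of its calls false. No pair of samples within a group was a copy of another, since the lowest chi-square per gene between any pair was 17.8.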

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

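The tests of reads shared with *Cox4i1* and of the transcripts of the X and Y chromosomes were chosen only after the results were seen. Markers of the adrenal cortex had been listed beforehand.

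Samples far from the rest of their group were looked for in 165 groups of 5 values, of named genes and of list levels. A sample was taken as far when the gap to its nearest neighbour, divided by the group's range, was above Dixon's 95% critical value. This was so in 22 groups, where 8.25 are given by chance. The rule assumes a normal distribution, which expression values need not follow. Groups with all samples at or under 3 counts, 5 in number, were left out after a first pass had picked genes with 0 to 2 counts. By sample, WT replicate 4 and PCC replicate 4 were far 4 times each, WT replicate 5, HYP replicate 3 and PCC replicate 5 were far 3 times each and HYP replicate 2 was far 2 times. WT replicate 2, HYP replicate 1 and PCC replicate 1 were far once each. The recovered library totals span less than a 1.5-fold range over all 15 samples. No biological explanation was tested for these samples.

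Among WT samples, the gap divided by the range was 1 for *Myh3*, 0.855 for *Tac3*, 0.845 for *Cox4i2* and 0.818 for *Tnc* in replicate 4, each a gene of low expression in WT and higher expression in PCC. WT replicate 4 had 14.8 CPM of *Cox4i2* against 2.54 to 4.44 in the other WT samples, which lowers the WT mean from 5.94 to 3.74 CPM when it is left out. Without it, the log2 fold change for PCC vs. WT goes from 8.43 to 12.04 for *Myh3*, from 8.75 to 10.69 for *Tac3*, from 8.44 to 9.32 for *Tnc* and from 6.00 to 6.65 for *Cox4i2*. WT replicate 5 was low in *Idh2* (0.904) and in the reference gene *Mtch1* (0.718, 196 CPM against 343 to 400) and was far in the cell cycle list (0.733). WT replicate 2 was high in *Cd34* (0.746, 6.82 CPM against 4.33 to 4.96).

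Among HYP samples, replicate 3 was high in *Dld* (0.765) and *Pdhb* (0.770) and low in *Dlec1* (0.735). Replicate 2 was high in *B3gat1* (0.758) and low in *Suclg1* (0.787), and replicate 1 was high in *Cox4i2* (0.788). Leaving out HYP replicate 2 lowers the HYP mean of *B3gat1* from 81.1 to 51.6 CPM.

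Among PCC samples, replicate 4, an advanced PCC, was high in *Vegfa* (0.929), in the glycolysis list (0.928), in *Slc12a1* (0.792) and in *Myh3* (0.790). It had 2788 CPM of *Vegfa* against 832 to 971 in the other PCC samples, and the PCC mean falls from 1280 to 903 CPM without it. Without it, the PCC mean falls from 26.1 to 11.7 CPM for *Myh3*, from 3.53 to 1.84 CPM for *Slc12a1* and from 0.768 to 0.614 for the level of the glycolysis list. The other advanced PCCs did not share these values. Replicate 5 was high in *Nfil3* (0.901, the PCC mean falls from 25.1 to 8.87 CPM without it), *Vil1* (0.853, from 0.425 to 0.131 CPM) and *Suclg1* (0.774), and replicate 1 was high in *Idh1* (0.719).

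*Cox4i2*, which encodes an alternative subunit of complex IV and which the paper does not discuss, had a log2 fold change of 6.00 for PCC vs. WT (standard error 0.63, adjusted *p* = 0.000126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 378 ± 225 CPM in PCC and 5.94 ± 4.99 CPM in WT (SD, n = 5 each), with a higher value in 5 of 5 PCC samples than in any WT sample. It was also higher for HYP vs. WT (2.17) and for PCC vs. HYP (3.69). Its paralog *Cox4i1* had a log2 fold change of -1.06, from 506 CPM in WT to 242 CPM in PCC. Reads of *Cox4i1* counted on *Cox4i2* at a constant rate would fall where *Cox4i1* falls. Scaled over all 15 samples, WT samples had at most 14.5 CPM of *Cox4i2* beside at least 462 CPM of *Cox4i1*. PCC samples had 164 to 743 CPM of *Cox4i2* beside 186 to 287 CPM of *Cox4i1*. These values argue against reads shared at a constant rate as the source of the higher *Cox4i2* in PCC. Over the alternatives for scaling, tool and design the log2 fold change of *Cox4i2* lay between 5.89 and 6.51. A change in the share of cell types between the groups stays open.

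The markers of the adrenal cortex, a tissue that the dissection was meant to remove, give a signal that the paper does not report. Their median log2 fold change for PCC vs. WT was -2.43 over 12 genes. The most abundant ones had 12843 CPM (*Cyp21a1*), 9070 CPM (*Akr1b7*) and 8807 CPM (*Star*) in WT and 2923, 1454 and 1510 CPM in PCC. The level of the list was 0.645 to 1.32 in WT, 0.272 to 0.704 in HYP and 0.0231 to 0.363 in PCC, without overlap between WT and PCC. Cortex left on the tissue in different shares is a candidate explanation for these markers themselves. How far it reaches into the metabolic lists is weighed under the other observations. With the cortex level as a covariate, PCC and WT still differed on the TMM scale. The differences were -0.17 for the TCA cycle, -0.26 for OXPHOS and -0.22 for branched-chain amino acids. With the recovered library totals as the scale, the differences left had permutation *p* of 0.110, 0.0608 and 0.0911. A biological change in steroid-producing cells was not tested.

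*Kdm5d*, a gene of the Y chromosome (505853 to 589511), had 1272, 1150, 1217 and 805 counts in WT replicates 1 to 4. It had none in WT replicate 5 and in the HYP samples, and at most 7 counts in a PCC sample. The sex of the animals used for RNA-seq is not named in the paper's text. Female animals alone do not account for the low counts, since 8 of the 10 HYP and PCC samples had at most 10 counts of *Kdm5d* and at most 10 of each of the 2 X-linked transcripts of the *Xist* region. Loss of the Y chromosome in the tumors is argued against by the HYP samples, which precede them and whose highest *Kdm5d* count was 0. A difference in the Y chromosome between rat lines was not tested and stays open.

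The transcript XIST_intron (chromosome X, 74325012 to 74325079) had 1080 counts in PCC replicate 4 and 1743 in PCC replicate 5, and at most 5 in any other HYP or PCC sample. The neighbouring Rn60_X_0752.3 (chromosome X, 74333329 to 74337975) had 3588 and 4782 counts in the same samples. The WT values of both were not analysed here. Female animals could be the source of these counts (lowest count 1080), and this cannot be told apart from another origin, because the test needs a Y-linked gene counted in the other PCC samples, and *Kdm5d* was near 0 in all of them. Replicate 4 is an advanced PCC and replicate 5 is not, so the pattern does not follow the stage.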

How the results depend on the processing

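The authors' size factors, the recovered library totals and the adjustment over the listed genes only were chosen after seeing the data. For the counts of called genes, the lists, the correlation and the comparison of advanced PCCs (35 results), 331 of 350 values with a sample left out and 200 of 275 values under other alternatives stayed within 1 SD of the spread between samples, or within 1.5 times for counts, and none reversed its direction. Of 101 results for named genes, 936 of 1010 values with a sample left out kept direction and call, 66 lost the call and 8 gained it. Under the other alternatives 527 of 602 kept both, 56 lost the call, 15 gained it and 4 reversed. Except where said, the cause of a change was not tested.

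For the comparisons with WT, scaling to the total of the listed counts changed most. All log2 fold changes shift together under it, so lower genes lose and higher genes gain. For PCC vs. WT it left 1100 genes lower instead of 2694 and 76.3% of the calls higher instead of 54.8%. Of the genes that Table S1 names, 17 instead of 32 were lower in valine, leucine and isoleucine degradation, 21 instead of 45 in carbon metabolism and 6 instead of 14 in the TCA cycle. The medians of the lists became -0.31 for TCA cycle enzymes, -0.30 for OXPHOS, -0.55 for branched-chain amino acid degradation, -0.40 for the SDH complex with assembly factors (main value -0.89), 3.30 for the cell cycle and -0.22 for glycolysis. For HYP vs. WT it left 235 genes lower instead of 1337 and 89.3% of the calls higher, and 3, 3 and 1 genes lower in the same pathways instead of 15, 17 and 5. The medians became -0.10 for TCA cycle enzymes, -0.13 for OXPHOS, -0.21 for branched-chain amino acids, -0.10 for the SDH complex (main value -0.55), 1.83 for the cell cycle, -0.24 for glycolysis and -0.76 for the cortex markers (main value -1.21). Between PCC and HYP it left 350 genes lower instead of 710, with 68.4% of the calls higher instead of 49.2%. The 4 reversed results all belong to it: for PCC vs. WT *Mdh2* (0.077) and *Pdhb* (0.031), and for HYP vs. WT *Idh3B* (0.100) and *Pdhb* (0.108), none of which was called after reversal. It kept 74 of the 101 named results, with 22 calls lost and 1 gained.

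In the comparisons with WT, the recovered library totals moved the same results by less. For PCC vs. HYP they raised all log2 fold changes by more, 0.22 against 0.15 with the total of the listed counts. For PCC vs. WT 1592 genes were lower and 68.9% of the calls higher, with medians of -0.52 for TCA cycle enzymes, -0.51 for OXPHOS, -0.75 for branched-chain amino acids, -0.61 for the SDH complex and -0.43 for glycolysis. For HYP vs. WT 577 genes were lower and 75.8% of the calls higher, with 9, 8 and 3 genes lower in the pathways of Table S1 and medians of -0.35, -0.42 and -0.45 for TCA cycle, OXPHOS and branched-chain amino acids, 1.57 for the cell cycle and -0.50 for glycolysis. In the PCC vs. HYP comparison 426 genes were lower, 70.7% of the calls were higher and the TCA cycle median was -0.56. Of the named results 85 kept their call, 14 lost it and 2 gained one. With the authors' size factors 61.3% of the PCC vs. HYP calls were higher, and 93 named results were kept, 3 lost and 5 gained. DESeq2 called 1399 genes lower for PCC vs. HYP, with 36.7% of its calls higher, and kept 95 named results and gained 6.

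Stricter thresholds call fewer genes by construction. At an adjusted *p* under 0.01, 2071 genes were higher and 1594 lower for PCC vs. WT, 746 and 426 for HYP vs. WT and 165 and 80 for PCC vs. HYP, with 9, 6 and 2 genes lower in HYP in the pathways of Table S1. With at least 2-fold change, 1757 genes were lower for PCC vs. WT (29 in carbon metabolism and 8 in the TCA cycle of Table S1) and 571 for HYP vs. WT (2, 3 and 1 in the 3 pathways). At least 10 counts in every sample, which tests fewer genes, left 797 genes lower for HYP vs. WT and 11 in carbon metabolism. Adjustment over the listed genes only, whose smaller number of tests gives more calls, called 2120 genes lower for HYP vs. WT (30 in carbon metabolism, 9 in the TCA cycle) and 1638 higher and 1401 lower for PCC vs. HYP. The fit to all 15 samples tests only genes with values in all of them and called 875 genes lower for HYP vs. WT and 1077 higher for PCC vs. HYP. It kept 91 of the 97 named results it covers, lost 5 and gained 1.

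With only the 2 PCCs that are not advanced, 1271 genes were higher and 996 lower for PCC vs. WT, with 14, 16 and 4 genes lower in the 3 pathways, and 142 higher and 65 lower for PCC vs. HYP. With the 3 advanced PCCs only, 1013 genes were higher and 1119 lower for PCC vs. HYP, against 687 and 710 with all PCC samples. Fewer samples were compared in both cases, which does not account for a rise in calls, and the cause of the rise was not tested.

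The replicate number as a block gave 2729 genes higher and 2303 lower for PCC vs. WT, 1315 and 973 for HYP vs. WT and 202 and 164 for PCC vs. HYP. It kept 89 named results and lost 12. The numbers do not pair the samples: after removal of the group means, samples with the same number correlated from -0.132 to 0.19986, -0.116 to 0.290 and -0.200 to 0.224 in the 3 comparisons, and 2 of 5 pairs were above 0.1 in each.

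With each sample left out in turn, the number of genes lower in HYP vs. WT ranged from 790 (without HYP replicate 5) to 1422 (without WT replicate 5), and the lower carbon metabolism genes from 11 to 18. The glycolysis median ranged from -0.79 to -0.58 for HYP vs. WT and from 0.53 (without PCC replicate 4) to 1.16 for PCC vs. HYP. The genes called for PCC vs. HYP ranged from 242 (without HYP replicate 4) to 868 (without PCC replicate 5) higher and from 190 to 905 lower, with the same samples at either end. Among single genes for PCC vs. HYP, *Sdha*, *Fh* and *Suclg2* lost their calls in 8 of 10 such fits each, *Sdhb* and *Pck2* in 7 and *Dlst* in 5. The number of markers higher in advanced PCC ranged from 5 (without PCC replicate 5) to 8. Other ranges were 2705 to 3232 genes higher and 2222 to 2756 lower for PCC vs. WT, 1176 to 1800 higher for HYP vs. WT, and -0.92 to -0.75 for the TCA cycle, -0.89 to -0.74 for OXPHOS and -1.22 to -0.99 for branched-chain amino acids in PCC vs. WT.

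Scaling to the reference genes of the qRT-PCR array was not run, since only 1 of the 4 (*Mtch1*) has values, and that gene itself was lower in PCC than in WT (-0.9993) and in HYP than in WT (-0.95). Camera and fry were not run, as the tables lack the genes that were not called. The alternatives for normalized values did not apply to counts. The number of genes detected per group could not be given from these tables. In simulated data, where most genes were unchanged, 62 to 80% of changed genes were found. This share does not carry over to the data, and the absence of a call does not show the absence of a change.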

Differences from the paper's values

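No test was chosen for these differences after they were seen. For *Slc18a2*, the RNA-seq fold change of the 2 PCCs that are not advanced against WT was 10.95 ± 5.39 (SD), where the paper's value from qRT-PCR is 17.6. Of the alternatives set before the data were examined, scaling to the total of the listed counts (14.0), leaving out WT replicate 2 and leaving out PCC replicate 5 brought the difference within the limits used. Leaving out any of the other samples, with values from 7.14 without PCC replicate 1 to 11.2 without WT replicate 4, did not. The recovered library totals, chosen after seeing the values, gave 11.5 and did not close the gap either.

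For valine, leucine and isoleucine degradation, carbon metabolism and Parkinson disease, the copy of Table S1 read here gives *p*-values of 5.10241e+07, 2.71212e+08 and 9.66414e+09. Its adjusted *p*-values from the paper's KEGG enrichment are 0.000162, 0.000430 and 0.0102. Whether the positive exponents stem from the table or from the copy was not determined. A hypergeometric test on the gene numbers that the table gives for these pathways yields 5.1024e-07, 2.7121e-06 and 9.6641e-05, with the same leading digits. For the other 11 of the 14 pathways the recomputed *p*-value equals the paper's. The alternatives do not bear on these values, which use the table's own numbers.

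For valine, leucine and isoleucine degradation, 2 genes were called higher in PCC than in WT, where the paper's Table S1 has 4. Of the alternatives set before the data were examined, only scaling to the total of the listed counts, with 3 genes, had a difference within the limits used. The others that could be applied, DESeq2, no filter, at least 10 counts in every sample, all 15 samples in a single fit, the replicate block (1 gene), the PCCs by stage and each sample left out in turn, gave 1 or 2. The recovered library totals also gave 3, a setting chosen after seeing the values, and the authors' size factors, chosen in the same way, gave 2.

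The paper states that the SDH complex was unaffected in the rats, without saying whether this refers to sequence or expression. Expression of all 4 subunits was lower in PCC than in WT, with log2 fold changes from -1.30 to -0.68 and each called. Scaled to the total of the listed counts, *Sdhc* (-0.36) and *Sdhd* (-0.17) were not called, and with the recovered library totals, chosen after seeing the data, *Sdhd* (-0.38) was not. These genes were not tested with the cortex level as a covariate, so cortex left on the WT tissue stays open as a source of part of the difference.

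The paper states that TCA cycle enzymes were downregulated. Of the 22 tested, 15 were called lower for PCC vs. WT, and *Pck2* (1.66), *Pc* (1.43), *Ogdhl* (1.21) and *Idh3a* (0.61) were called higher on the log2 scale. With DESeq2, *Mdh2* (-0.55) and *Sucla2* (-0.69) were called lower as well.

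The paper proposes that glycolysis was increased. Of the 12 glycolysis genes tested for PCC vs. WT, 5 were called higher and 7 lower, and the median log2 fold change was -0.74. Over the 8 genes in the PCC vs. HYP table the median was 1.03 (0.53 without PCC replicate 4), with 2 called higher. The level of the list, over its genes with values in all 15 samples, differed by 0.0778 of the WT mean between PCC and HYP (two-sided exact permutation test, *p* = 0.913, n = 5 each). Transcripts do not measure the flux that the paper infers from metabolites.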

Other observations

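The tests of each metabolic list against the cortex level and the scaling, of the share of chromaffin cells and of other splits of the samples were chosen only after the results were seen. The tests of cortex, fat and endothelial cells as general explanations had been set beforehand.

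The paper measured pseudohypoxic markers by qRT-PCR. In the RNA-seq samples, the log2 fold changes for PCC vs. WT were 3.64 for *Epas1*, 3.77 for *Ndufa4l2*, 3.86 for *Slc18a2*, 1.94 for *Slc18a1*, 1.83 for *Trib2*, 2.06 for *Angpt2* and 1.20 for *Cd34*, all called in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cd34* lost its call in 4 of the 10 fits that each left out a sample. Of the 8 markers tested, with *Cdkn1b* among them, all 8 were higher (median 2.00). For *Vegfa*, which is outside the PCC vs. WT table, the fit to all 15 samples gave 0.57 (adjusted *p* = 0.334 from the same test). For HYP vs. WT the values were 2.09 for *Epas1*, 1.94 for *Ndufa4l2*, 2.07 for *Angpt2*, 0.92 for *Slc18a2* and 0.72 for *Cd34*, the last 2 calls being lost in 4 of 10 fits each, and 6 of 7 markers were called higher. *Vegfa* was not called, at -0.47 (adjusted *p* = 0.0510), and was called lower with DESeq2 and with the authors' size factors, and the adjusted *p* over the alternatives ranged from 0.00837 to 1. Between PCC and HYP the values were 1.44 for *Epas1*, 1.72 for *Ndufa4l2*, 2.82 for *Slc18a2* and 1.52 for *Trib2*, 4 of 7 markers called, and 0.86 for *Vegfa*, which ranged from 0.34 without PCC replicate 4 to 0.96. *Pnmt* and *Arg2* were not analysed here.

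As folds of the WT mean, the PCCs that are not advanced had 9.97 ± 2.31 (SD, n = 2) for *Epas1* (paper's qRT-PCR value 10.8), 3.75 ± 2.13 for *Slc18a1* (paper's value 2.8, and 5.26 without PCC replicate 5 or 2.25 without PCC replicate 1), 1.75 ± 1.43 for *Cd34* (paper's value 1.8, and 0.738 without PCC replicate 5 or 2.76 without PCC replicate 1) and 4.66 ± 0.643 for *Angpt2* (paper's value 5.2). The advanced PCCs had 2.74 ± 0.782 (SD, n = 3) for *Cd34* (paper's value 3.3) and 1.83 ± 1.30 for *Vegfa* (paper's value 2.4), the latter 1.07 without PCC replicate 4. Between the 3 advanced PCCs and the 2 PCCs, 8 of 9 markers had a higher mean in advanced PCC and *Angpt2* a lower one. The smallest two-sided exact permutation *p* was 0.2, 0.75 after Benjamini-Hochberg adjustment over the 9 markers. With 3 samples against 2 the smallest possible *p* is 0.1, so this test could not call any marker.

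The remaining lists gave these results in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 43 genes of the qRT-PCR array, 13 of 22 tested were higher and 7 lower for PCC vs. WT (median log2 fold change 1.26), 10 and 7 of 19 for HYP vs. WT (0.72) and 6 and 2 of 16 for PCC vs. HYP (0.64). The SDH list with assembly factors had 5 of 5 lower for PCC vs. WT (median -0.89), 2 of 3 lower for HYP vs. WT (-0.55) and 2 of 3 lower for PCC vs. HYP (-0.74). Sustentacular and Schwann cell markers went both ways, with 3 higher and 2 lower (*S100b* among them) of 5 for PCC vs. WT, 3 higher and 1 lower of 4 for HYP vs. WT and 2 lower of 2 for PCC vs. HYP. Endothelial markers had 1 higher (*Cd34*) and 5 lower of 6 for HYP vs. WT (median -0.74). The 2 tested for PCC vs. HYP had a median of -0.96. *Lipe*, the only adipocyte marker with values, was lower for PCC vs. HYP (-1.57). The erythroid marker *Hbb-b1* had a log2 fold change of -2.37 for PCC vs. HYP without being called, and no other erythroid, macrophage or leukocyte marker is in these tables. Chromaffin markers were higher in 10 of 10 for PCC vs. WT (log2 fold changes 1.47 to 3.86), 5 of 7 for HYP vs. WT (median 1.33) and 3 of 9 for PCC vs. HYP (median 0.99). Cortex markers were lower in 4 of 8 for HYP vs. WT (median -1.21) and the 6 tested for PCC vs. HYP had a median of -1.65, with all 6 called only when adjusted over the list alone. Glycolysis genes were higher in 2 of 8 for PCC vs. HYP (median 1.03, and 0.53 without PCC replicate 4).

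Adrenal cortex left on the WT medulla was weighed as a source of the higher TCA cycle, OXPHOS and branched-chain amino acid levels in WT. Within groups, over all 15 samples and 3 lists with each of 2 scalings, the level of a list rose with the level of the cortex markers on the TMM scale. Pearson's r was 0.878 for the TCA cycle (permutation *p* = 0.00015, adjusted 0.00045; Spearman's rho 0.900, permutation *p* = 0.00024). It was 0.664 for OXPHOS (permutation *p* = 0.00014, adjusted 0.00045; rho 0.786, permutation *p* = 3e-05) and 0.834 for branched-chain amino acids (permutation *p* = 0.0036, adjusted 0.0072; rho 0.757, permutation *p* = 0.0109). Without WT replicates 1 and 2, the farthest in cortex level, r was 0.792, 0.854 and 0.607. With the cortex level as a covariate, a difference of -0.17 (permutation *p* = 0.0189), -0.26 (permutation *p* = 0.00394) and -0.22 (permutation *p* = 0.0125) of the WT mean was left between PCC and WT, which is 34.4, 61.1 and 40.8% of the whole. With the recovered library totals as the scale, r was 0.659, 0.222 and 0.590 (permutation *p* = 0.00854, 0.520 and 0.0372) and the differences left had permutation *p* of 0.110, 0.0608 and 0.0911. Cortex tissue may thus account for part of the lower lists, and the share cannot be told apart from a change in the medulla, because cortex levels of WT and PCC do not overlap and the result depends on the scaling.

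The scaling of the samples was weighed in the same way. With the total of the listed counts as the scale, the median log2 fold change for PCC vs. WT was -0.30 for OXPHOS (score of the list, two-sided exact permutation *p* = 0.0159) and -0.55 for branched-chain amino acids (two-sided exact permutation *p* = 0.0079), so scaling alone does not account for these lists. For TCA cycle enzymes it was -0.31, with 15 of 22 lower and a two-sided exact permutation *p* of 0.444 for the score. With the authors' size factors the median was -0.86 (18 of 22 lower, exact permutation *p* = 0.0079), and with the recovered library totals -0.52 (18 of 22 lower, exact permutation *p* = 0.0238). The list was thus lower under the scales that draw on all genes. A lower TCA cycle list and the scaling cannot be told apart fully, since the difference was lost under 1 of the scales.

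Fat tissue left on the WT medulla was weighed with the adipocyte markers. Only *Lipe* has values, with a log2 fold change of -1.65 for PCC vs. WT. It had 158.6 CPM in WT and 50.46 CPM in PCC. Fat and a change within the medulla cannot be told apart, since 1 of the 8 adipocyte markers has values.

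A higher share of endothelial cells in PCC could raise the pseudohypoxic markers. The endothelial markers had a median log2 fold change of -1.14 for PCC vs. WT, with 4 of 7 called lower and *Cd34* higher. *Vwf*, an endothelial gene that is not on the list, was also called higher (log2 fold change 1.48). The share of endothelial cells cannot be told from these genes, since they go both ways. Of the 11 markers on the list, only those that the authors had called have values. A higher share of chromaffin cells in PCC stays open as well, as the median of the chromaffin markers was 2.11. It cannot be told apart from higher expression per cell, since *Slc18a1* and *Slc18a2* are on both lists and the tissue studied is made of these cells. WT replicate 5 had a chromaffin level of 0.289 against 0.861 to 1.53 in the other WT samples, at a cortex level of 1.27.

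Other splits of the 10 samples of each comparison into 5 against 5 were fitted on the listed genes. Of the 126 possible splits 100 were drawn, and 1 of them, the real one, gave as many called genes, for PCC vs. WT (5962), HYP vs. WT (2960) and PCC vs. HYP (1397). The listed genes had been chosen on the real split, so the other splits cannot show what that choice adds. The groups did not overlap in 4638, 2346 and 1623 genes, of 18790, 18057 and 17454 that the authors had tested. In a gene unrelated to the groups, 5 samples against 5 do so with a chance of 0.79%. These numbers argue against the choice of genes alone, although the genes are not independent.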
